# Responses towards eyefluke (*Diplostomum pseudospathaceum*) in different genetic lineages of rainbow trout

**DOI:** 10.1371/journal.pone.0276895

**Published:** 2022-10-27

**Authors:** Asma M. Karami, Yajiao Duan, Per W. Kania, Kurt Buchmann

## Abstract

Marker-assisted selective breeding of fish with higher levels of resistance towards specific pathogens may improve fish health, but the impact of host genotype on susceptibility to multiple pathogen infections is still poorly investigated. This study examined the resistance in rainbow trout *Oncorhynchus mykiss* towards infection with the eye fluke *Diplostomum pseudospathaceum*. We used genetically selected rainbow trout, carrying SNPs associated with resistance towards the parasitic ciliate *Ichthyophthirius multifiliis*, and exposed the fish to eye fluke cercariae. We showed that fish partly resistant to *I*. *multifiliis* were more susceptible to eye fluke invasion. The expression of immune relevant genes (encoding innate and adaptive factors) was also affected as these genotypes responded less strongly to a secondary fluke infection. The complexity of genome architecture in disease resistance towards multiple pathogens is discussed.

## Introduction

Genetic variation in teleosts is clearly associated with susceptibility/resistance to parasitic diseases. Models focusing on salmon louse infections [1], amoebic gill disease [2], white spot disease [3] and eye fluke invasion [4] point to a genetic background for parasitic disease resistance, aligning with previous findings on diseases caused by other pathogen types [5, 6]. The application of molecular markers for dissecting the genetic architecture associated with disease resistance allows the description of quantitative trait loci (QTL) [7], which can be used for breeding programs. This approach was applied for QTL searches in the rainbow trout genome pointing to chromosome 9 (Omy9) for whirling disease [8], Omy16 and Omy17 for White spot disease [9], Omy16 for furunculosis [10], and Omy21 for vibriosis [11]. The genetic background for resistance to multiple pathogen infections in fish is less clear. A positive genetic correlation with regard to different bacterial infections among full-sib families of Atlantic salmon or rainbow trout has been described. However, such an association is generally not seen between bacterial and viral infections [12, 13]. Only in a few cases, a weak positive genetic correlation between resistance to bacterial and viral infections may be seen [14], but in other cases, a strain strongly resistant to one pathogen may be entirely susceptible to another [15–17]. Partial cross-protection against the skin parasitic ciliate *Ichthyophthirius multifiliis* was noted in *Gyrodactylus derjavini* (a skin parasitic monogenean) immunized rainbow trout [18], suggesting that the same immune mechanism may be involved in natural resistance towards both parasitic pathogens, which attack the mucosal surfaces of the fish. However, the response mechanisms may differ between different types of parasites. Cercariae of the digenean eye fluke parasite *Diplostomum pseudospathaceum* penetrates the surface of the rainbow trout, shed the tail and migrate, as a diplostomules, in the vascular system of the fish, targeting the eye lens of the host. Such an infection route is likely to mainly involve systemic responses and challenge other parts of the host protection system. We have elucidated this question experimentally by exposing fish, carrying SNPs associated with *I*. *multifiliis* resistance, to *D*. *pseudospathaceum* cercariae and compared the infection outcome in fish with or without these SNPs. The *I*. *multifiliis* resistant fish were produced based on the QTL for reduced infection intensity and delayed time to death post-infection [9, 19]. We here present the eye fluke infection levels in the two rainbow trout strains following primary and secondary exposure to cercariae. In addition, we describe the expression of innate and adaptive immune genes in the fish and discuss how the different biology of the two parasite types may explain the differences found. Thus, the parasitic ciliate *I*. *multifiliis* has a direct life cycle and resides for more than a week in the epidermis of gills, fins and skin [20], whereas the digenean trematode, *Diplostomum pseudospathaceum*, has a more complex life cycle. The cercariae are in contact with the fish surface very short time during the penetration process. Diplostomules migrates within a few hours to days towards the eye lens, an immune-privileged host site, where the metacercarial stage is reached [21, 22]. We here show that rainbow trout, genetically selected for *I*. *multifiliis* resistance (QTL fish), obtain a higher eye fluke burden compared to fish heterozygous or negative for *I*.*multifiliis* resistance (non-QTL fish). The nature of the host defence mechanisms towards different parasitic infections are discussed.

## Materials and methods

### Ethics statement

The experiment was performed under license 2020-15-0201-00724 surveyed by the Experimental Animal Inspectorate, Committee for Experimental Animal, Ministry of Environment and Food, Denmark. It was reviewed by the Animal Ethics Institutional Review Board of the Faculty of Health and Medical Sciences at the University of Copenhagen. The ethical guidelines followed included continuous observation of fish every second hour securing removal and euthanization of fish with any clinical signs. In this study the fish did not show any clinical signs. Sampling of fish for parasite examination and organ sampling included prior euthanization with an overdose (300 mg/L, immersion) of ethyl-3-aminobenzoate methane-sulfonate (MS222) (cat.no. A5040, Sigma-Aldrich, Denmark). All exposed fish were sacrificed similarly after the end of the experiment. The snail used for providing parasite was sacrificed by freezing after the end of the experiment.

### Fish

A total of 200 rainbow trout (body weight 14.3–17.7 g, body length 10.2–11.5 cm) were used for the study. Two groups of rainbow trout with high (QTL fish) and low (non-QTL fish) frequency of SNPs associated with *I*. *multifiliis* resistance [9], were hatched from eyed eggs in December 2020 at the disease free recirculated Bornholm Salmon Hatchery, Nexø, Denmark [19] and subsequently reared to the fingerling stage. For this purpose, the first group (QTL-fish) was produced by using sperm from three male genotyped parents carrying SNPs AX-89947214 (Omy17) and AX-89960822 (Omy16), and the other group (non-QTL fish) was produced by using sperm from three other male parents negative for these SNPs. In both cases, sperm was used to fertilize a common pool of eggs stripped from a total of 30 outbred females. Processes of hatching and subsequent rearing of fry to the fingerling stage did not differ between groups of QTL fish and non-QTL fish [19]. From each group (QTL and non-QTL fish) we randomly gathered 100 rainbow trout and transported them (3 h duration) from the hatchery to the infection facility at the University of Copenhagen (May 2021). Fish were then accommodated and acclimatized 14 d in identical aerated glass tanks with internal biofilters (Eheim, Germany) (25 fish per 60 L water), which were placed in a temperature-controlled room (water temperature constant at 12°C, pH 7.6). We used 30% water exchange per day to maintain ammonia levels below 0.25 (AquaCheck, Hach, USA). Fish were fed by pelleted feed (Inicio, Biomar, Denmark, 1% of fish biomass per day).

### Parasites

In June 2021, we selected an infected *Lymnaea stagnalis* pulmonate snail (morphological identification according to Glöer [23] out of 205 snails collected in the lake Bagsværd sø (55°46’16.0566", 12°27’39.6864") (Zealand, Eastern part of Denmark). Snails were allocated in individual 100-ml beakers with filtered (0.45μm) lake water for subsequent shedding procedures [24]. All beakers were then examined under the stereomicroscope; among them, two snails shed diplostomid cercariae. These were preserved in ethanol (96%) for molecular identification, including PCR and sequencing, according to Duan et al. [24]. Isolated cercariae were identified as *D*. *pseudospathaceum* by morphology [25] and by sequencing of the internal transcribed spacer (ITS) region (rDNA). Only one of the two positive snails was highly productive and was selected for the experiment. It was maintained at room temperature in the beaker and fed fresh organic lettuce ad libitum. Water was replenished daily with filtered lake water. Freshly released cercariae were collected at regular intervals (3–4 h) and enumerated in Petri dishes under the dissection microscope. They were then added in equal amounts to the different fish tanks with fish.

### Experimental exposure

Fig 1 outlines the experimental design. Exposure of fish to cercariae was conducted in duplicate for each group (QTL fish and non-QTL fish). Group 1. One hundred fish (50 QTL and 50 non-QTL fish) was exposed to 240 cercariae/fish during a 48 h period starting from day 0. Group 2. Twenty additional fish (10 QTL and 10 non-QTL) were kept un-infected until exposure on day 10, at which time the previously exposed fish (Group 1) also were exposed (re-exposure, see below). This group was applied as a control for the second exposure in Group 1. Group 3. Eighty fish (40 QTL-fish and 40 non-QTL fish) were kept as uninfected time-point control (not exposed) throughout the experiment.

**Fig 1:**
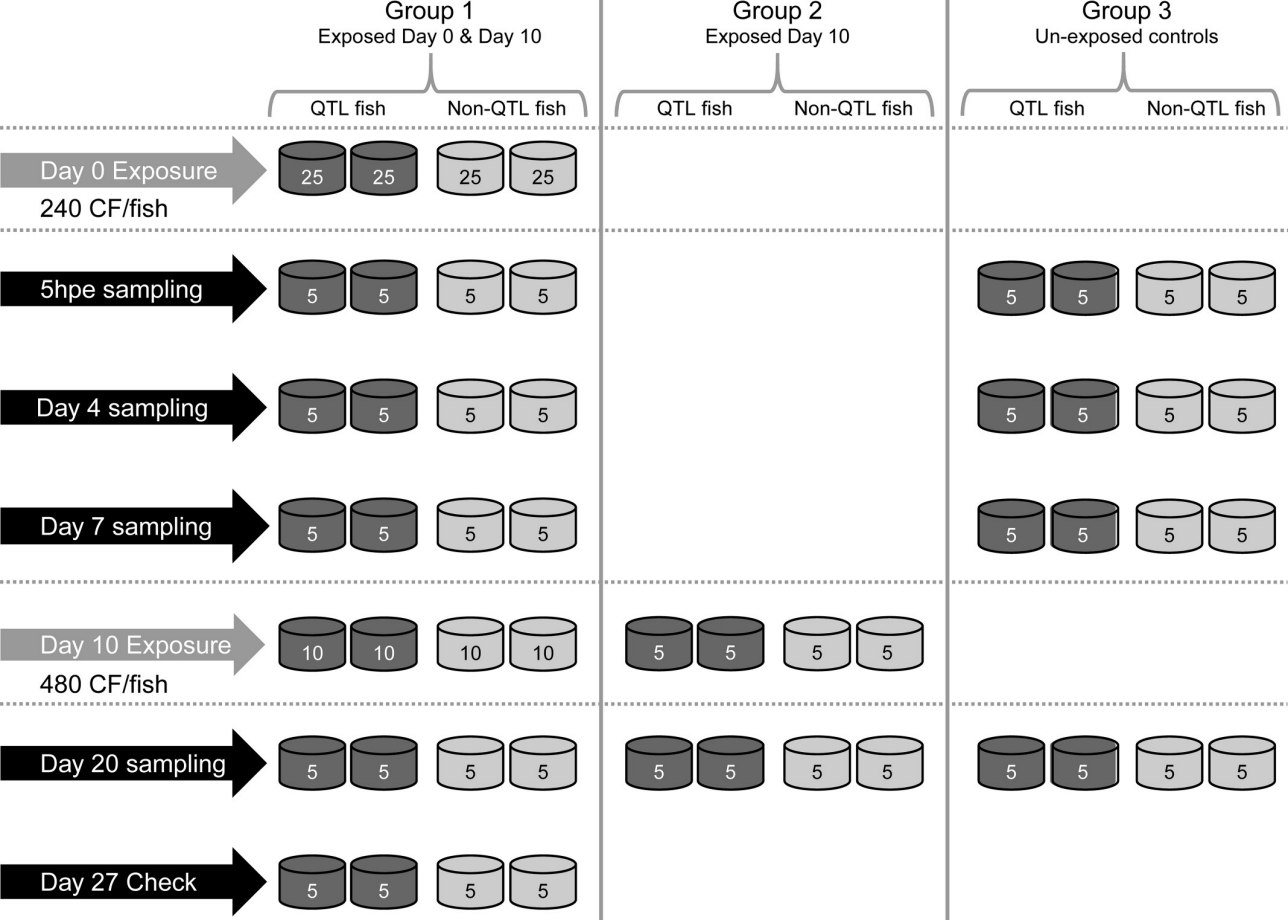
Experimental design of challenge study. At day 0, 4x25 fish were exposed to 240 cercariae per fish (C/F) constituting Group 1. At day 10, the remaining 4x10 of Group 1 and 4x5 naïve fish (Group 2) were exposed to 480 C/F. Group 3 was kept un-exposed throughout the entire experiment. At all samplings points, the number of metacercariae in the eyes was enumerated. At all sampling points except Day 27, gill and spleen from all fish were sampled for gene expression analyses and fins for genotyping.

Re-exposure (lasting 72 h) to cercariae (480 cercariae/fish) was initiated on day 10 for Group 1 and Group 2.

Sampling from euthanized fish comprised 2x5 fish per group per time-point. Sampled organs were eyes for enumeration of metacercariae, gill and spleen for gene expression and fins for genotyping. Sampling time-points were 5h post exposure (5hpe), 4, 7, 20 days post exposure (dpe) (Group 1 and 3) and 20 dpe for Group 2. An additional sampling was done for group 1 at 27 dpe (for enumeration of metacercariae only).

### Genotype confirmation

To approve the genetic difference between QTL and non-QTL fish, a 5 mm^2^ tail fin sample was taken from all fish. It was fixed in ethanol (96%), and stored for DNA extraction at 20°C. DNA extraction was performed following the manufacturer’s protocol of QIAamp® DNA Mini Kit (cat. No. 51306, Qiagen, Denmark). To amplify and subsequently sequence regions of discovered SNPs associated with white spot disease resistance [9], two primer sets were designed. SNP AX-89960822 (Omy16) was amplified / sequenced using forward primer OM_Chr 16 F2 (5’-CAAAGGCAGCACGATTGAGG-3’) and reverse primer OM_Chr 16 R1 (5’- ACATGTAAACACAGCGCTGG-3’) and for SNP AX-89947214 (Omy17) we used OM_Chr 17_F2 (5’- TCTGCTGTGTTGTGGGTGTT-3’) as forward primer and OM_Chr 17_R1 (5’-TTGCGGCTATGACTTGGAGG-3’) as reverse primer. PCR was conducted using a 60 μl reaction with 6 μl of purified genomic DNA. Each reaction contained 1 mM DNTP mix, 1 μM of each of forward and reverse primers, 1.5 mM MgCl_2_, 2 u BIOTAQ DNA Polymerase and supplemented with 6 μl 10x NH_4_-buffer (cat.no. Bio-2160, Saveen & Werner ApS, Denmark), and UltraPure™ DNase/RNase-Free Distilled Water (cat.no. 10977049, Thermo Fisher Scientific; Denmark) up to 60 μL. The PCR consisted of an initial denaturation step at 95°C for 5 min, 40 amplification cycles of denaturation at 95°C for 30s / annealing at 60°C for 30s /elongation at 72°C for 30s and a finally post elongation step at 72°C for 7 min. The obtained PCR products were analyzed by ethidium stained 2% agarose (cat.no. 10264544, Thermo Fisher Scientific, Denmark) gel electrophoresis, subsequently purified by illustra™ GFX™ PCR DNA and Gel Band Purification Kit (cat.no. 28-9034-71, VWR International A/S, Denmark) and send to Macrogen Europe B.V., Netherlands for sequencing. CLC workbench 20 was used to assemble the sequences.

### Enumerating metacercariae in fish

The number of metacercariae in eye lenses of the exposed and control fish was counted in all sampled fish by opening the eye and examining lenses and corpus vitreum under the dissection microscope (6–63X magnification). The mean intensity of infection (the number of metacercariae recorded in the fish divided by the number of infected fish) was calculated according to Bush et al. [26]. Infection success was calculated for each group and expressed as the percentage of cercariae used for exposure that managed to establish as metacercariae in the lenses adapted from Hoglund and Thuvander [27].

### Gene expression

Gill and spleen were sampled from each fish (QTL and non-QTL) in Groups 1, 2 and 3 at each time-point (5hpe, 4dpe, 7dpe and 20dpe). Sampled organs were fixed in RNAlater (cat.no R0901, Merck Life Science ApS, Denmark), placed at 4°C for 24h and subsequently stored at -20°C until further processing. Quantitative RT-qPCR were applied based on Karami et al. [11]. In brief, Tissue-lyser II, Qiagen, 20Hz, 2min were used for homogenization with 2-mercaptoethanol. Total RNA purification was done by the GenElute^TM^ mammalian RNA kit (cat. No. RTN250, Merck Life Science ApS, Denmark). DNase (AMPD1, Merck Life Science ApS, Denmark) treatment was applied to all samples, and RNA quality and quantity were determined by electrophoresis and NanoDrop 2000 spectrophotometer, respectively. Production of cDNA was done from 1000 ng of RNA with Oligo d(T)16 primer and MultiScribe^TM^ reverse transcription reagent (cat.no. 4311235, Thermo Fisher Scientific, Denmark); samples with no transcriptase were included as negative controls. AriaMx Real-Time PCR machine (AH diagnostics AS, Denmark) were used for gene expression analyses. Primers and Taq-Man probes used are listed in S1 Table. Reaction volumes were 12.5 μL [2.5 μl cDNA, 6.25 μl Brilliant III Ultra-Fast QPCR Master Mix (600881, AH Diagnostics AS, Denmark), 1.0 μL primer-probe mixture (forward primer, 10 μM and reverse primer, 10 μM), Taq-Man probe (5 μM), and 2.75 μl RNase-free water]. The running reactions temperature and process combination were: 95°C for 15 min, 45 cycles of denaturation at 94°C for 10s with a combined annealing/elongation process at 60°C for 45s. Elongation factor (ELF)1-α, β-actin and acidic ribosomal phosphoprotein P0 (ARP) were used as endogenous control and evaluated by NormFinder [28]. Gene expression data from this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE213738.

### Statistics

To compare clearly different genotypes (QTL and non-QTL fish) we compared fish with a higher frequency of the favourable SNP (homozygous for the allele at least for one chromosome 16 or 17) to fish with a lower frequency of the favourable SNP (missing the favourable SNPs on one or both chromosomes). Double heterozygote fish were censored out from all analysis (see results).

To estimate the percentage of metacercariae reaching the eyes after the re-exposure at day 10, the mean intensity at 7dpe was subtracted from the re-exposed fish at 20 and 27dpe. One-way ANOVA (GraphPad Prism v.9.3.1) was applied to compare the mean intensities of metacercarial infection and the infection success between groups at each time point.

The relative gene expression analysis was based on the 2^−ΔΔCt^ method [29, 30], as all qPCR assays had efficiencies within 100% ± 5%. Two-way ANOVA was performed by GraphPad Prism v.9.3.1 to assess the influence of exposure (number of metacercariae) and genotype (QTL or non-QTL) (independent variables) on gene expression (dependent variable) and calculate the potential interaction between these variables. Significant regulation was defined when fold change was at least 2 and P<0.05.

## Results

### Genotype confirmation

Seven different genotypes may result from using a breeding strategy with homozygous males with respect to both of the favourable SNPs on Omy16 and Omy17 and combining these with wild-type females. This was in fact the result of the genotyping (Table 1). As expected, only fish predefined as QTL-fish were homozygous with respect to the favourable SNPs and none were homozygous with respect to the non-favourable SNPs. This was reversed in the non-QTL fish. However, both predefined types of fish comprised some double heterozygotes. These fish could not clearly be defined as QTL fish or non-QTL fish. To compare fish with a higher frequency of the favourable SNPs (at least 3) to fish with a lower frequency of the favourable SNPs (at most 1), the 37 double heterozygous fish were censored out. The GenBank accession numbers related to Omy16 are OP487875 to OP488054 and for Omy17 are OP488055 to OP488234.

**Table 1:** Distribution of combined genotypes. The number of fish with a specific genotype and its percentage in the sampled population is shown. The upper and lower cases indicate favourite and non-favourite nucleotides related to discovered SNPs on Omy16 and Omy17. T and G are the favourite SNPs on Omy16 and Omy17, respectively. Thus, the first and last columns of genotype show the number of fish with double homozygote for favourite and non-favourite SNPs. The middle column (Tg-Ga) shows the double heterozygotes, the only genotype present in both QTL and non-QTL fish.

	Genotype (Omy16-Omy17)						
	TT-GG	TT-Ga	Tg-GG	Tg-Ga	gg-Ga	Tg-aa	gg-aa
QTL	23	8	45	14	0	0	0
	25.6%	8.9%	50.0%	15.6%			
Non-QTL	0	0	0	23	38	12	17
				25.6%	42.2%	13.3%	18.9%
All	23	8	45	37	38	12	17
	12.8%	4.4%	25.6%	20.0%	21.1%	6.7%	9.4%

### Enumerating metacercariae in fish

Control fish (non-exposed) did not carry any metacercariae in their eyes (QTL and non QTL). No metacercariae were detected in any fish found at 5hpe. The mean intensities in QTL and non-QTL fish exposed to cercariae were compared on 4 and 7 dpe. The mean intensity of metacercarial infection in QTL fish was higher on 7dpe compared to non-QTL fish (Fig 2). When we at 20dpe compared Group 1 (exposed on days 0 and 10) to Group 2 (exposed only on day 10) we recorded a significantly lower load of metacercariae in non-QTL fish (Fig 3). Enumerating metacercariae on 27dpe in Group 1 confirmed the higher load of the parasite in QTL fish compared to non-QTL more than three weeks after the first exposure (Fig 3). The re-exposure at day 10 resulted in a significantly lower infection in primed fish (Group 1) compared to naïve fish exposed at the same time (Group 2) when examined at 20dpe. Statistics showed the same differences among the groups when comparing the infection success percentage. Mean intensities and infection success rates are shown in Table 2.

**Fig 2:**
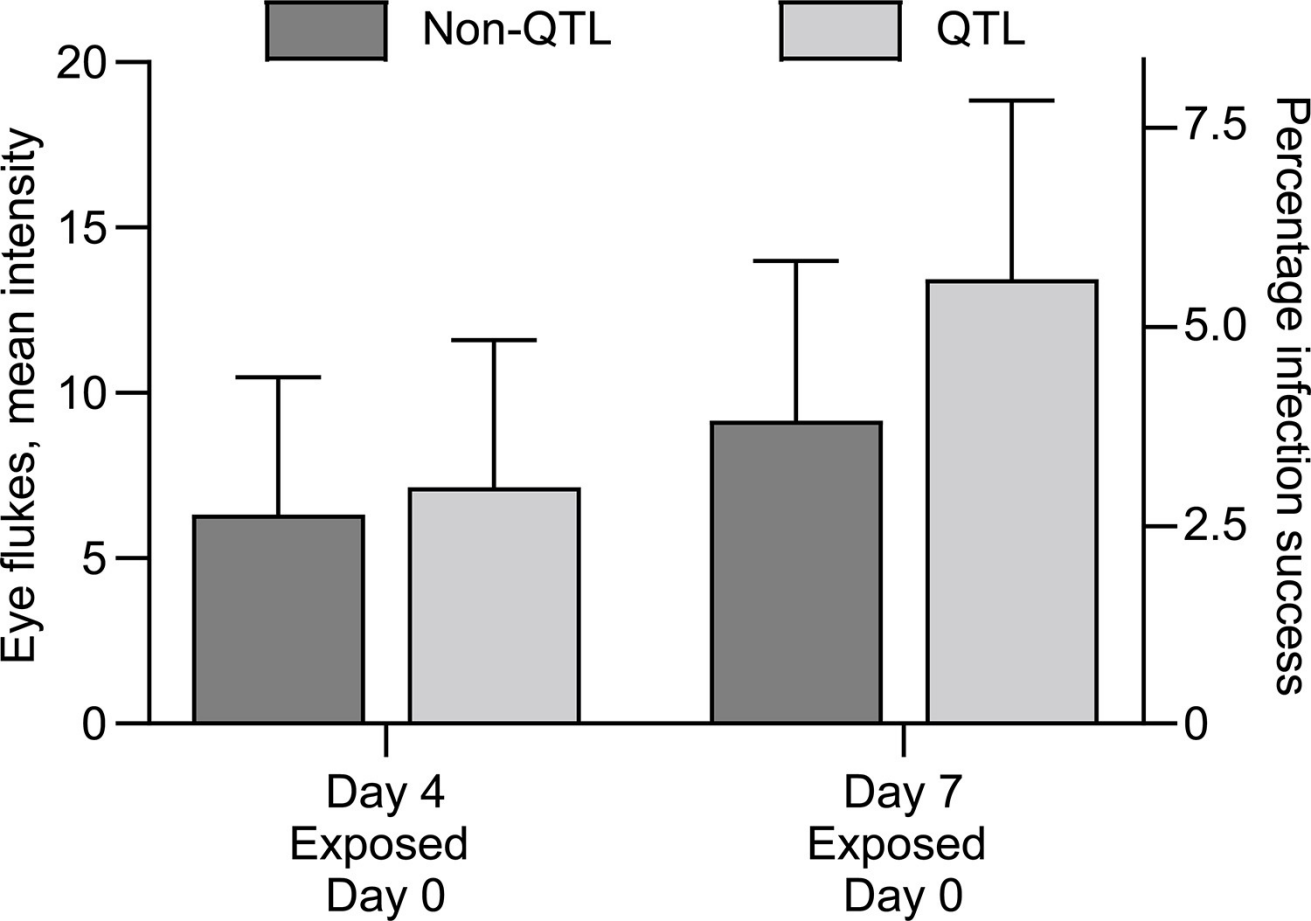
Eye fluke mean intensity and infection success in QTL and non-QTL fish on 4 and 7 days post exposure.

**Fig 3:**
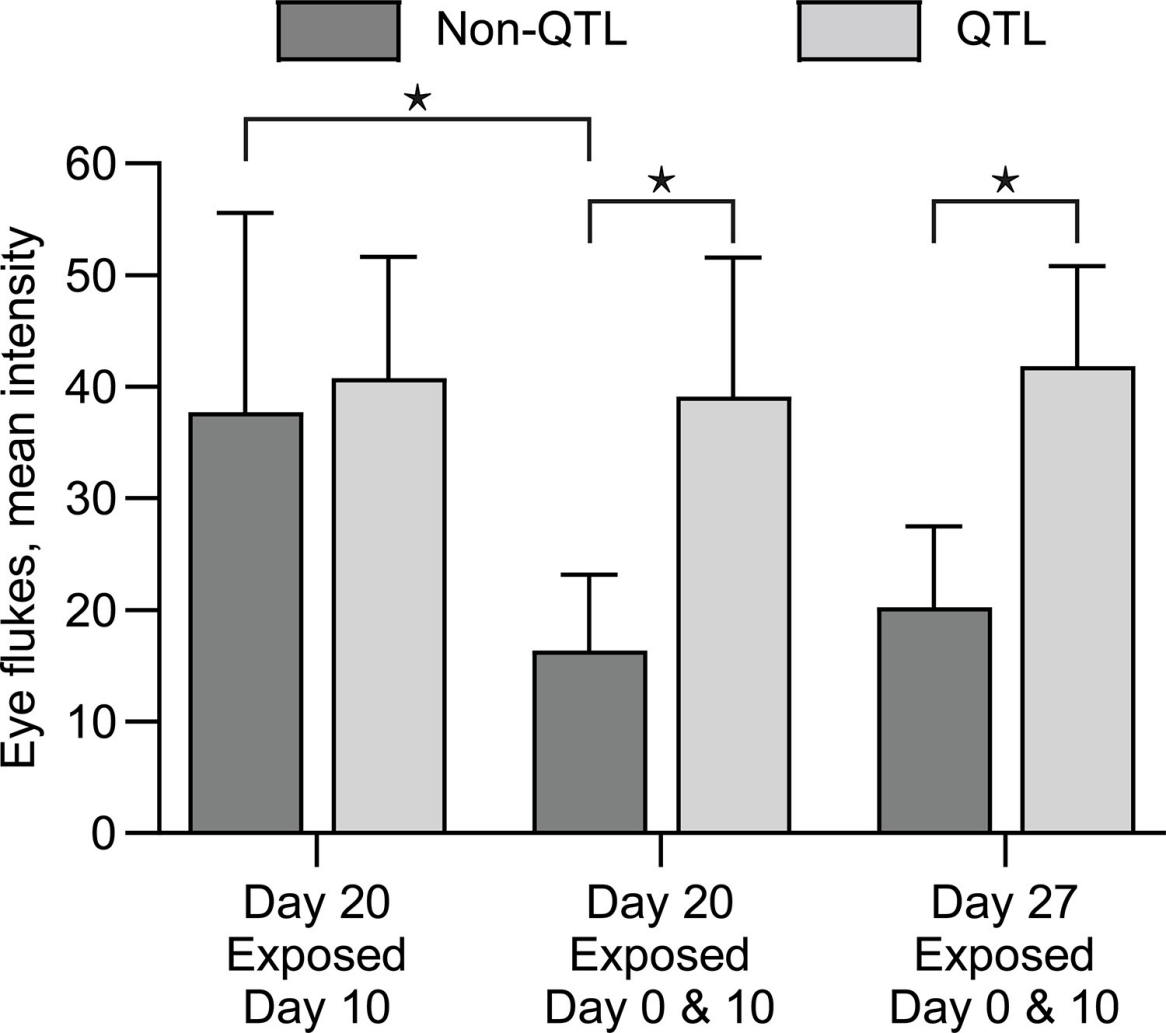
Eye fluke mean intensity in QTL and non-QTL fish on 20 and 27 days post exposure for Group 1 (exposed on days 0 and 10) and Group 2 (exposed only on day 10). *: p<0.05.

**Table 2:** Mean intensity (the average number of metacercariae divided by the number of infected fish examined in the sample) and Infection success (the percentage of cercariae that managed to establish as metacercariae in the lens) are shown for QTL and non-QTL fish in 5hpe, 4dpe, 7dpe and 20 dpe fish Group 1 (exposed on days 0 and 10) and Group 2 (exposed on day 10) and 27dpe fish Group 1.

	5hpe		4dpe		7dpe		20dpe—Group1		20dpe–Group 2		27dpe—Group 1	
	Mean intensity	Infection success	Mean intensity	Infection success	Mean intensity	Infection success	Mean intensity	Infection success	Mean intensity	Infection success	Mean intensity	Infection success
QTL-Fish	0	0	7.1	3%	13.4	5.6%	38.9	5.3%	40.8	8.5%	41.9	5.9%
Non-QTL Fish	0	0	6.3	2.6%	9.2	3.8%	16.4	1.5%	37.7	7.9%	20.3	2.3%

### Gene expression

Details on all genes and their regulation including fold changes and p values are shown in S2 Table and S1 Fig. For an overall view, heat maps were generated based on fold changes between control and exposed fish (Fig 4) and non-QTL and QTL fish (Fig 5).

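Gill and spleen of 180 rainbow trout gave 360 RNA samples, in which 32 immune genes were measured by RT-qPCR with TaqMan probes. A quantification cycle (Cq) is the PCR cycle at which the signal passes the instrument's threshold, so 1 cycle less stands for about a doubling of the transcript. After the 37 double heterozygous fish were set aside, as in the study, 143 fish remained. At 5 hpe these were 9 unexposed and 8 exposed QTL fish and 8 unexposed and 9 exposed non-QTL fish. At 4 dpe they were 9 and 7 QTL fish and 6 and 9 non-QTL fish, and at 7 dpe 8 and 9 QTL fish and 9 and 6 non-QTL fish, unexposed first. At 20 dpe there were 9 unexposed QTL fish, 9 of Group 2 and 8 of Group 1, and 5, 7 and 8 non-QTL fish in the same order. Group 1 received 240 cercariae per fish on day 0 and 480 on day 10, and Group 2 received 480 on day 10 alone.

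The authors deposited the Cq of each gene and sample, the difference from the mean Cq of the 3 reference genes ELF-1α, β-actin and ARP (ΔCt), and fold changes made from it by the 2^−ΔΔCt method. Of 11520 Cq values, 524 were missing, and the others ran from 14.27 to 39.4 cycles. The Cq of the reference genes themselves was recovered as Cq minus ΔCt. It averaged 16.9 ± 0.651 cycles (SD, n = 143 fish) in gill and 18.1 ± 1.02 cycles (SD, n = 143) in spleen. The values used below are −ΔCt, a log2 scale on which 1 unit is a 2-fold difference and a higher value means more transcript. A gene was tested where each group had at least 3 valid Cq, and the spread was estimated with limma from all groups of the organ and time point. A gene was called where the fold change was at least 2, the study's threshold, and the adjusted p of Benjamini and Hochberg was under 0.05 over the genes of that comparison. For the interaction of genotype and exposure the adjusted p alone was used. Raw Cq and normalization by the mean Cq of the panel, named below where they change a result, were chosen after seeing the data. The panel mean is made of the tested genes, so it sets a shift of most of them to about 0. Genes that did not move can then pass in the opposite direction. Calls lost or turned by the panel mean therefore do not tell a shift of most genes from one of the reference genes. Fish were taken as replicates, although the fish of a group shared duplicate tanks, so the p-values measure the spread between fish. In the sample labels, 1 field names the organ and 1 the genotype class the other way round from the sample titles and from the genotypes the study defines. Samples were assigned by title and genotype. Apart from Group 2, the titles carry days 1, 4 and 7 for samples that another label field and the study place at 4, 7 and 20 dpe, and the study's times were used. The titles of the fish labelled as exposed on day 10 alone name a reinfection. Groups 1 and 2 were taken from the label of the number of exposures, which the fold changes of S2 Table follow. In spleen the Cq of TNFα and TGF-β are 1 series of values. Each of the 177 TNFα values equals that of TGF-β in the fish 90 numbers away, which has the same exposure and time and the other parents, so the spleen values of this pair are not separate measurements, and counts are also given without them where they change, a choice made after seeing the data.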

**Fig 4:**
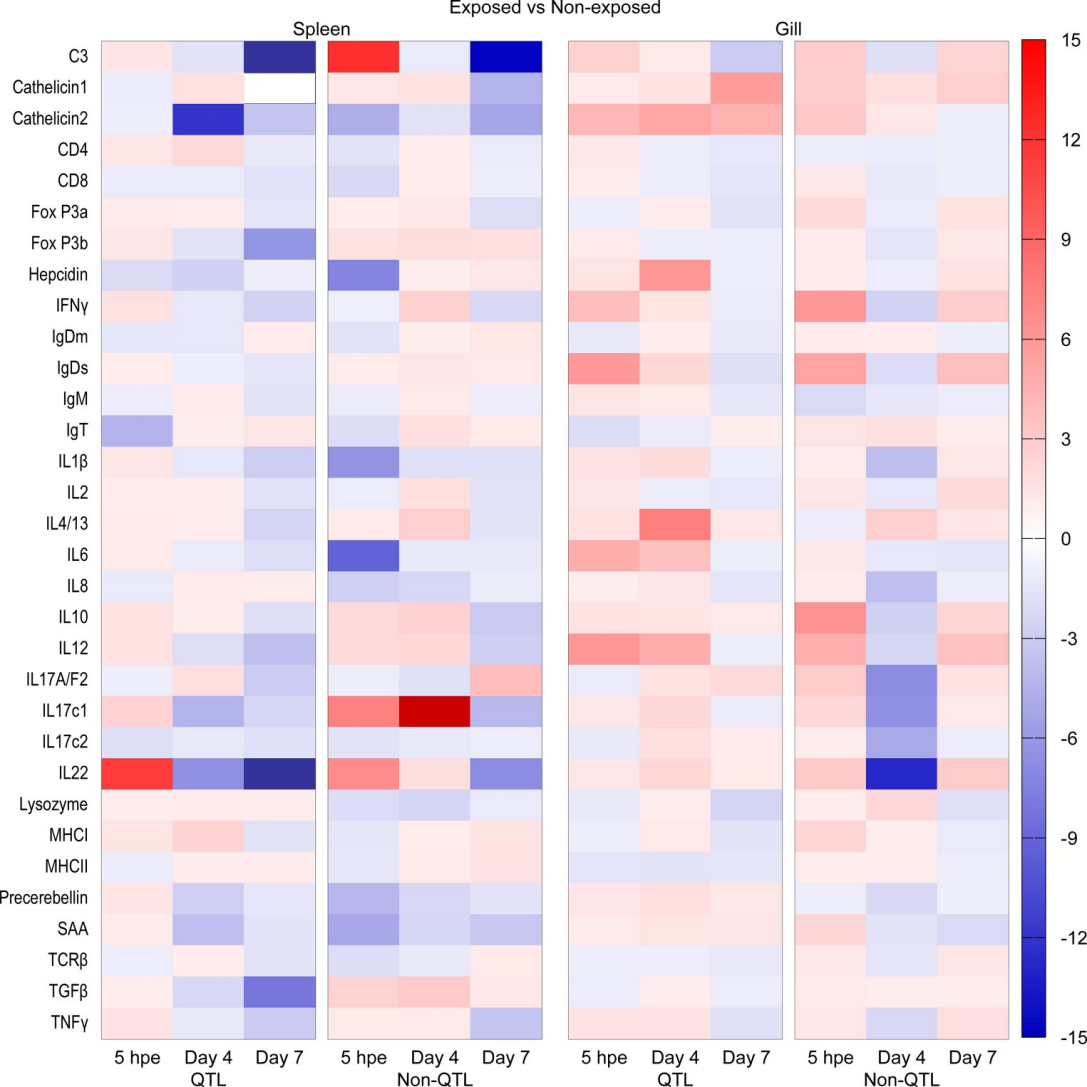
Overview of gene expression in gill and spleen of QTL and non-QTL fish on 5h, 4 and 7 days post exposure.

**Fig 5:**
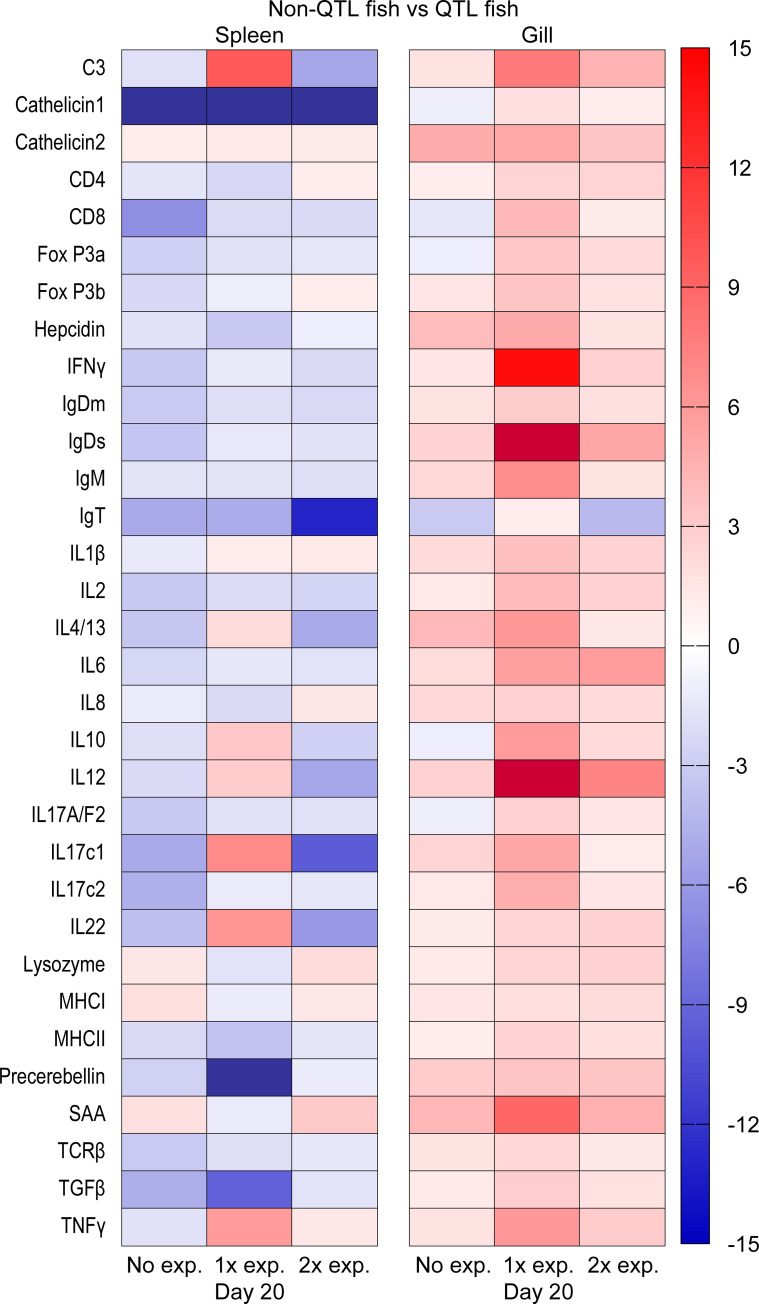
Overview of gene expression in gill and spleen of QTL and non-QTL fish on 20 days post exposure for Group 1 (exposed on days 0 and 10) and Group 2 (exposed only on day 10).

A general expression pattern was seen in non-exposed control fish. First of all the gills and spleen showed a different constitutive expression. 

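In the 63 unexposed fish, 23 of the 32 genes differed between gill and spleen, 8 higher and 15 lower in gill, and 7 and 15 without TGF-β and TNFα. The immunoglobulin transcripts, which mark B cells, were lower in gill for all 4 genes tested. Membrane-bound IgD (IgDm) had a log2 difference of -5.71 (standard error 0.13, adjusted p = 1.10e-75) and IgM one of -5.65 (standard error 0.19, adjusted p = 4.87e-57). The 4 genes of the IL-17 and IL-22 list, cytokines known for defence at mucosal surfaces, were all higher in gill. IL-17A/F2 stood at -10.86 ± 1.39 (SD, n = 63) in gill and -18.35 ± 1.10 (SD, n = 24) in spleen, a difference of 7.54 (standard error 0.30, adjusted p = 4.92e-40). IL-17C1 was higher by 4.62 (standard error 0.38, adjusted p = 1.11e-20), IL-22 by 4.32 (standard error 0.60, adjusted p = 1.54e-10). Hepcidin, an antimicrobial peptide that regulates iron, was lower in gill, with -5.56 (standard error 0.26, adjusted p = 3.12e-41). The 3 T cell markers and the 3 genes of type 1 immunity and T cell growth (IFNγ, IL-12, IL-2) were all lower in gill. Of 7 innate effector genes 1 was higher, 4 were lower and 2 were not past the test, of 4 pro-inflammatory cytokines 1 was lower, of 2 MHC genes 1 was higher, and of 5 type 2 and regulatory genes 2 were higher, TGF-β among them, and 3 were not past it. All of these counts were the same when adjusted over the list alone. Gill and spleen of a fish entered as separate samples, so these p-values leave the pairing aside.

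The split depends on the reference genes, whose Cq differs between the organs. On raw Cq 16 genes were higher and 8 lower in gill, and the median difference over all genes moved from -0.20 to 1.01. Over all 180 fish the median Cq of CD8, TCRβ, IFNγ, IL-12 and IL-2 was itself no higher in gill (IFNγ 25.61, against 26.24 in spleen). That of CD4 was higher in gill (23.34 against 22.83). Apart from CD4, the lower level of T cell markers and type 1 genes in gill thus depends on the reference Cq.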

When comparing the expression of 32 genes in control fish (non-exposed) more genes were regulated in the gill (23 genes) than in the spleen (14 genes). Also, the two genetic strains were different. 

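Between unexposed non-QTL and QTL fish, 24 genes of the gill and 19 of the spleen passed the test at 1 or more of the 4 time points. The gill gave 42 calls among 127 tests, 40 of them higher in non-QTL fish and 2 lower. In spleen, 9 of 35 calls among 122 tests were higher in non-QTL fish and 26 were lower. In gill the calls numbered 9 at 5 hpe, 23 at 4 dpe, 4 at 7 dpe and 6 at 20 dpe. The spleen had 11, 9, 8 and 7 in the same order. With an unadjusted p the calls rose to 48 in gill and 43 in spleen, over 24 genes in either organ, so gill no longer held more genes than spleen. Without the 4 dpe sampling, a choice made after seeing the data, the gill kept 19 calls, 18 of them higher. In gill raw Cq gave 29 higher and 10 lower, with 3 higher and 7 lower at 5 hpe in place of 8 and 1, and panel mean normalization gave 17 higher and 14 lower. Raw Cq left 11 calls in spleen, 7 higher and 4 lower. Without TGF-β and TNFα spleen had 32 calls, 8 higher and 24 lower.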

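Among unexposed fish, the gill at 4 dpe held the widest difference between the strains. All 4 pro-inflammatory cytokines (IL-1β, IL-6, IL-8, TNFα), all 4 genes of the IL-17 and IL-22 list and all 3 genes of type 1 immunity and T cell growth were higher in non-QTL fish there. Of 7 innate effector and acute phase genes 5 were higher, of 4 immunoglobulin genes 3 were higher and 1 lower, of 5 type 2 and regulatory genes 2 were higher, and of 3 T cell markers 1 was higher. Neither MHC gene passed the test. These counts did not change when adjusted over the list alone. The median log2 difference over the 32 genes was 1.86 at 4 dpe, against 0.43 at 5 hpe, 0.36 at 7 dpe and 0.63 at 20 dpe. Raw Cq gave 1.45 at 4 dpe. The mean Cq of the panel itself, used in place of the reference genes, sets such a shift to about 0 by construction, and the median was then 0.09.

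In spleen the strains differed in the opposite direction in T cell markers at 7 and 20 dpe. Of CD4, CD8 and TCRβ, all 3 were lower in unexposed non-QTL fish at 7 dpe and 2 of 3 at 20 dpe, with the same counts when adjusted over the list alone. At 4 dpe 1 of 3 was lower, and at 5 hpe CD4 was higher. Reference Cq moved with this difference. It was 18.9 ± 1.32 cycles (SD, n = 8) in unexposed QTL spleen at 7 dpe and 17.6 ± 1.12 cycles (SD, n = 9) in non-QTL spleen, and without normalization the median difference over all genes in spleen changed from -1.28 to -0.01. Both on raw Cq and with panel mean normalization none of the 3 markers passed at 7 or 20 dpe, and CD8 stood at -1.18 and -1.20 at 7 dpe.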

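In gill, IL-22, which acts on epithelial barriers, showed the largest difference between unexposed non-QTL and QTL fish. At 4 dpe it was -6.95 ± 0.93 (SD, n = 6) in non-QTL and -10.80 ± 0.98 (SD, n = 9) in QTL gill on the −ΔCt scale, a log2 difference of 3.86 (standard error 0.56, adjusted p = 9.81e-07). At the same time point IL-17C1 was higher by 3.08 (standard error 0.46, adjusted p = 1.13e-06) and IL-1β, an early inflammatory cytokine, by 2.57 (standard error 0.36, adjusted p = 8.52e-07). The antimicrobial peptide Cathelicidin 2 (Cath2) was higher by 2.95 (standard error 0.55, adjusted p = 2.05e-04) at 7 dpe, IgM by 1.97 (standard error 0.53, adjusted p = 0.00346) at 5 hpe, and IL-4/13, a type 2 cytokine, by 2.03 (standard error 0.44, adjusted p = 8.55e-04) at 20 dpe. The 2 calls in the other direction were IL-10, an anti-inflammatory cytokine, with -1.34 (standard error 0.34, adjusted p = 0.00240) at 5 hpe, and the mucosal immunoglobulin IgT with -1.99 (standard error 0.43, adjusted p = 2.40e-04) at 4 dpe. Setting samples without a Cq to a floor ended the call of IgT although the difference was larger (-3.66), and panel mean normalization ended that of IL-1β (0.79) and kept 6 of the 23 calls of 4 dpe. In spleen at 5 hpe, 8 genes were higher in non-QTL fish: CD4, Hepcidin, IL-1β, IL-8, MHC I, Precerebellin, SAA and TNFα, the last with values shared with TGF-β.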

Comparison between QTL and non-QTL fish (non-exposed) showed higher expression in non-QTL fish in gill (except for genes encoding IL10 (5hpe) and IgT (4dpe)) but downregulation in the spleen (except for genes encoding Hepcidin, IL-1β, IL-8, MHCI and SAA at 5hpe).

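Exposure of QTL fish raised 6 genes in gill at 5 hpe and 5 at 4 dpe, and lowered none at either time. The secreted form of IgD (IgDs) changed from -11.82 ± 0.97 (SD, n = 9) in unexposed to -9.22 ± 0.89 (SD, n = 8) in exposed gill at 5 hpe, a log2 fold change of 2.60 (standard error 0.50, adjusted p = 2.78e-04). IL-12, which drives type 1 responses, rose by 2.60 (standard error 0.55, adjusted p = 5.37e-04) and IFNγ, the macrophage-activating cytokine, by 1.92 (standard error 0.55, adjusted p = 0.0108). At that time Cath2 rose by 2.08 (standard error 0.45, adjusted p = 5.37e-04), IL-6 by 2.24 (standard error 0.68, adjusted p = 0.0142) and the complement factor C3 by 1.38 (standard error 0.50, adjusted p = 0.0393). At 4 dpe the type 2 cytokine IL-4/13 rose most, by 2.92 (standard error 0.43, adjusted p = 2.99e-06), followed by Hepcidin with 2.61 (standard error 0.57, adjusted p = 9.46e-04), Cath2 with 2.36 (standard error 0.69, adjusted p = 0.0143), IL-12 with 2.24 (standard error 0.59, adjusted p = 0.00624) and IL-1β with 1.02 (standard error 0.35, adjusted p = 0.0387). With samples lacking a Cq at a floor, C3 and IL-6 no longer passed at 5 hpe, and C3 did not pass by a two-factor test with Tukey's comparisons or with panel mean normalization (0.80) either. With tank as a random block Cath2 and IL-1β no longer passed at 4 dpe, with folds that hardly moved (2.35 and 1.04), and with panel mean normalization IL-1β did not (0.27).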

In the gill of exposed QTL fish (Group 1) compared to non-exposed fish, we found a significant upregulation in genes encoding Cath 2 (5hpe, 4 and 7 dpe), IFNγ, IgDs, IL-6 (5hpe), Hepcidin, IL-1β, IL-4/13 and IL-12 (4dpe). The gene expression overview in QTL fish shows an early regulation (5hpe) which gradually decreased during infection or reached a peak on 4dpe and dropped again on 7dpe. 

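Calls after exposure in QTL gill numbered 6 at 5 hpe, 5 at 4 dpe and 2 at 7 dpe, and the median log2 fold change over the panel was 0.39, 0.62 and -0.24. At 5 hpe, 2 of 6 innate effector genes, 2 of 3 genes of type 1 immunity and T cell growth, 1 of 4 immunoglobulin genes and 1 of 4 pro-inflammatory cytokines were higher. At 4 dpe, 2 of 7 innate effector genes, 1 of 3 type 1 genes, 1 of 5 type 2 and regulatory genes and 1 of 4 pro-inflammatory cytokines were higher. Adjusted over the list alone, the pro-inflammatory cytokines gave 2 at 4 dpe, and the other counts stayed. No T cell marker, MHC gene or member of the IL-17 and IL-22 list passed the test at these times. The fall of the number of calls from 5 hpe to 7 dpe was not itself tested, since each time point has its own fish and controls.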

Only a few genes (Cath1, Cath2, IgT and IL17A/F2) showed upregulation on 7dpe (Fig 4).

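At 7 dpe limma called 2 genes in QTL gill. Cath2 was higher by 2.12 (standard error 0.55, adjusted p = 0.00804), and C3 was lower, with -14.58 ± 0.35 (SD, n = 9) in exposed and -12.96 ± 0.80 (SD, n = 8) in unexposed fish and a log2 fold change of -1.62 (standard error 0.40, adjusted p = 0.00804). The calls of both genes ended on raw Cq, where Cath2 stood at 2.20 and C3 at -1.55, and that of Cath2 also in the exact permutation test per gene and with the fish number as a block (1.98). Cathelicidin 1 (Cath1) had the larger value, 2.52 (standard error 1.52, adjusted p = 0.318), but its spread between fish was wide. IL-17A/F2 stood at 1.09 (standard error 0.51, adjusted p = 0.247) and passed with an unadjusted p. IgT stood at 0.10 (standard error 0.48, adjusted p = 0.890), and with samples lacking a Cq at a floor its value was -1.42.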

In the gill of non-QTL fish (Group 1), 17 genes showed significant upregulation when compared to control (non-exposed) fish. These genes encoded C3, Cath2, Fox P3a, IFNγ, IgDs, IL-1β, IL-2, IL-4/13, IL-10, IL-12, IL-17A/F2, IL-17c1, IL-17c2, IL-22, Precerebellin, SAA and TNFαeither on 5hpe or 7dpe or both time points. It is worth mentioning that the majority of the examined genes showed upregulation on 5hpe followed by a downregulation on 4dpe with a subsequent rise on 7dpe (Fig 4).

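In the gill of non-QTL fish, exposure gave 22 calls over 18 genes among 96 tests, 13 of them higher and 9 lower. At 5 hpe 11 genes were higher, at 4 dpe 2 were higher and 9 lower, and at 7 dpe limma called 0. With an unadjusted p the counts were 13, 12 and 8 at these times, and 7 of the 8 at 7 dpe were higher. By the two-factor test, which does not correct over genes, 4 genes were higher at 7 dpe, and by the exact permutation test 0. Among the lists at 5 hpe, 3 of 4 genes of the IL-17 and IL-22 list, 2 of 3 type 1 genes, 3 of 7 innate effector genes, 2 of 5 type 2 and regulatory genes and 1 of 4 immunoglobulin genes were higher, with the same counts when adjusted over the list alone. At 7 dpe the adjustment over the list alone gave all 3 type 1 genes and 1 gene each of the innate effectors, the type 2 and regulatory genes and the immunoglobulins.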

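Of these genes, 11 passed the test in non-QTL gill, all of them at 5 hpe. IL-10, an anti-inflammatory cytokine, went from -10.93 ± 0.66 (SD, n = 8) in unexposed to -8.25 ± 0.52 (SD, n = 9) in exposed gill, a log2 fold change of 2.67 (standard error 0.34, adjusted p = 1.08e-07). IFNγ rose by 2.60 (standard error 0.55, adjusted p = 3.25e-04), IgDs by 2.43 (standard error 0.50, adjusted p = 3.25e-04), IL-12 by 2.23 (standard error 0.55, adjusted p = 0.00144) and IL-22 by 1.62 (standard error 0.34, adjusted p = 3.25e-04). C3, Cath2, FoxP3a, IL-17A/F2, IL-17C1 and SAA were the others past the test. At 7 dpe IgDs had a log2 fold change of 1.89 (standard error 0.59, adjusted p = 0.0568), C3 of 1.32 (standard error 0.43, adjusted p = 0.0568) and IL-2, a T cell growth factor, of 1.02 (standard error 0.35, adjusted p = 0.0568), and these 3 passed by the two-factor test. IL-1β, IL-2, IL-4/13, IL-17C2, Precerebellin and TNFα did not pass as higher at 5 hpe or 7 dpe. Panel mean normalization kept 4 of the 11 calls of 5 hpe, IFNγ, IgDs, IL-10 and IL-12, and ended the other 7, among them IL-22 (0.82) and C3 (0.73), while 1 gene passed as lower. The median over the panel was then -0.29 in place of 0.45. The call of C3 also ended in the exact permutation test.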

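At 4 dpe exposed non-QTL gill held less transcript of all 4 genes of the IL-17 and IL-22 list and of 3 of the 4 pro-inflammatory cytokines than unexposed gill. IL-22 stood at -10.62 ± 1.30 (SD, n = 9) in exposed and -6.95 ± 0.93 (SD, n = 6) in unexposed fish, a log2 fold change of -3.68 (standard error 0.56, adjusted p = 7.38e-06). IL-17A/F2 had one of -2.77 (standard error 0.67, adjusted p = 0.00141), IL-17C1 of -2.71 (standard error 0.46, adjusted p = 2.31e-05), IL-1β of -1.95 (standard error 0.36, adjusted p = 5.87e-05) and the neutrophil chemokine IL-8 of -1.90 (standard error 0.34, adjusted p = 4.10e-05). IL-4/13 with 1.47 (standard error 0.45, adjusted p = 0.00963) and Lysozyme with 1.13 (standard error 0.43, adjusted p = 0.0391) were higher. List counts were the same when adjusted over the list alone. Over the 32 genes the log2 fold change was above 0 for 28 at 5 hpe, below 0 for 23 at 4 dpe and above 0 for 19 at 7 dpe, and 15 genes went through all 3 in turn. The medians were 0.45, -0.60 and 0.36. The calls of Lysozyme and IL-4/13 ended in the exact permutation test, and that of Lysozyme also on raw Cq, with tank as a random block and by the two-factor test.

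The difference between the strains in this response was tested as the interaction of genotype and exposure. It passed for 1 gene at 5 hpe, 11 at 4 dpe, all more negative in non-QTL fish, and 5 at 7 dpe, all more positive. At 4 dpe these were all 4 genes of the IL-17 and IL-22 list, 3 of 4 pro-inflammatory cytokines (4 when adjusted over the list alone), 2 of 7 innate effectors, 1 of 3 type 1 and 1 of 5 type 2 and regulatory genes. Over these 11 genes the unexposed non-QTL fish of 4 dpe lay above the unexposed non-QTL fish of 5 hpe and 7 dpe by a median of 2.08 on the log2 scale, while the exposed non-QTL fish differed by -0.41. Over all 32 genes these medians were 0.77 and -0.38. With tank as a random block all 11 of 4 dpe passed, and at 7 dpe C3 did while FoxP3a, IgDs, IL-2 and TNFα no longer passed. Panel mean normalization kept 6 of the 11 and gave 10 calls that were more positive in non-QTL fish. It moved the median interaction over the panel from -1.41 to 0.22, which follows from its construction. Calls of the opposite sign can come from that centring alone.

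**Figure D1:**
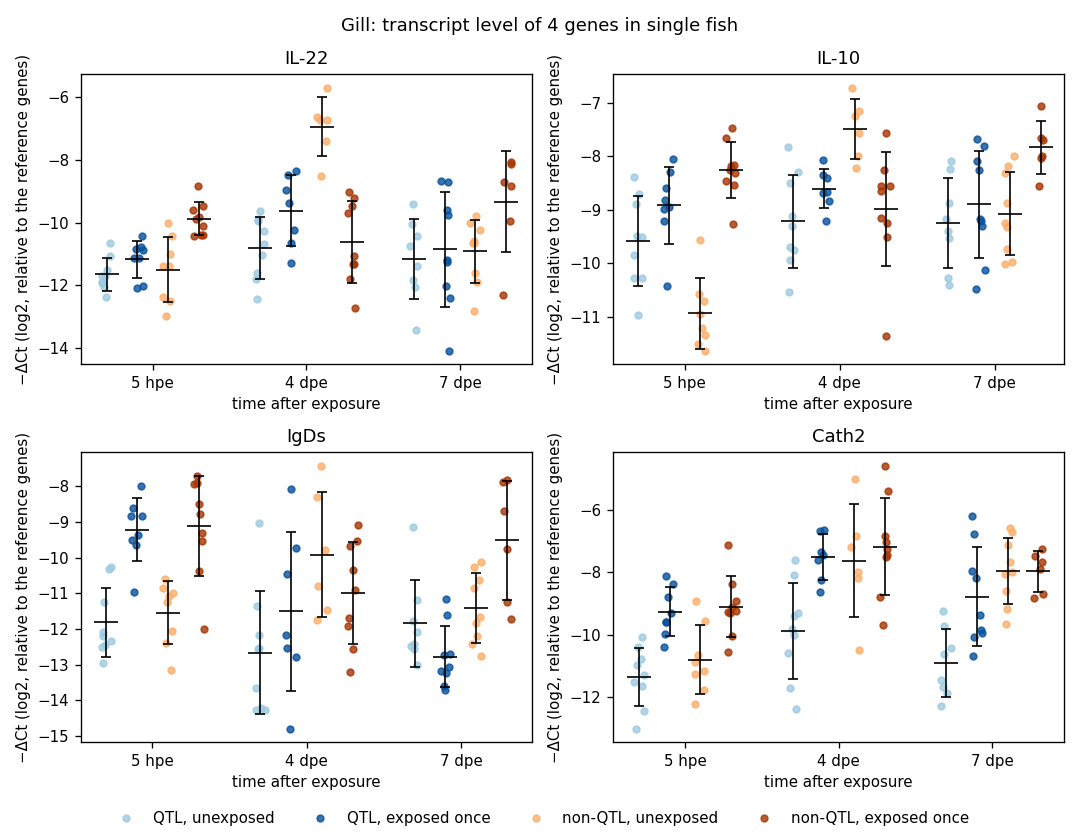
Transcript level of IL-22, IL-10, IgDs and Cath2 in gill, as −ΔCt on a log2 scale (vertical axis), by time after exposure (horizontal axis). Points are single fish, bars the mean and 1 SD and colours the 4 groups of genotype and exposure, and unexposed non-QTL fish average -6.95 for IL-22 at 4 dpe, and exposed non-QTL fish -8.25 for IL-10 at 5 hpe.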

Comparing fold change between infected QTL and non-QTL fish gill in different time points showed a significant upregulation in non-QTL fish for genes encoding C3, Fox P3a, IFNγ, IgDs, IgM, IL-2 and IL-12 on 7dpe (S2 Table and S1 Fig).

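At 7 dpe 11 genes were higher in the gill of exposed non-QTL than of exposed QTL fish and none was lower. IgDs was -9.52 ± 1.68 (SD, n = 6) against -12.78 ± 0.86 (SD, n = 9), a log2 difference of 3.26 (standard error 0.59, adjusted p = 6.08e-05), and C3 was -11.54 ± 1.46 (SD, n = 6) against -14.58 ± 0.35 (SD, n = 9), a difference of 3.05 (standard error 0.43, adjusted p = 1.27e-06). All 3 type 1 genes were higher, IL-12 by 2.54 (standard error 0.65, adjusted p = 0.00293), IFNγ by 2.20 (standard error 0.61, adjusted p = 0.00443) and IL-2 by 1.91 (standard error 0.35, adjusted p = 6.62e-05). IgM was higher by 1.86 (standard error 0.51, adjusted p = 0.00443) and FoxP3a, a marker of regulatory T cells, by 1.26 (standard error 0.36, adjusted p = 0.00557). IgDm, IL-4/13, Precerebellin and TNFα completed the list. By list these were 3 of 4 immunoglobulin genes, 2 of 7 innate effectors (1 when adjusted over the list alone), 2 of 5 type 2 and regulatory genes (3 when adjusted over the list alone) and 1 of 4 pro-inflammatory cytokines. At 5 hpe 9 genes were higher and at 4 dpe 3. The interaction with exposure at 7 dpe passed for C3, FoxP3a, IgDs, IL-2 and TNFα, and of these for C3 alone with tank as a random block. On raw Cq 10 comparisons passed over the 3 times, 9 of them at 7 dpe and all 9 among these 11 genes. After panel mean normalization 2 of the 11 still passed at 7 dpe, C3 and IgDs, and 2 other genes passed as lower.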

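In spleen of unexposed fish, Cath1, an antimicrobial peptide, had the most negative difference of any gene at 5 hpe between non-QTL and QTL fish. It stood at -17.33 ± 2.41 (SD, n = 6) in non-QTL and -12.71 ± 0.65 (SD, n = 7) in QTL fish at 5 hpe, a log2 difference of -4.63 (standard error 0.93, adjusted p = 3.58e-04), and later at -4.18, -4.98 and -4.37 (4, 7 and 20 dpe). MHC II, which presents peptides of extracellular origin, was lower at all 4 times, with -2.34 (standard error 0.31, adjusted p = 3.94e-07) at 5 hpe and -2.12, -1.67 and -1.18 after that. The cytotoxic T cell marker CD8 was lower, with -2.45 (standard error 0.41, adjusted p = 3.34e-05) at 7 dpe. In the other direction at 5 hpe, MHC I had a difference of 3.36 (standard error 0.51, adjusted p = 2.79e-06), IL-1β of 2.83 (standard error 0.73, adjusted p = 0.00350), TNFα of 2.71 (standard error 0.84, adjusted p = 0.0115) and Hepcidin of 2.16 (standard error 0.62, adjusted p = 0.00692). TGF-β passed as lower, with -3.35, but holds the TNFα values of the fish of the other parents, so the opposite signs are those of 1 series of Cq. At 5 hpe 3 of 4 pro-inflammatory cytokines were higher (4 when adjusted over the list alone), as were 3 of 7 innate effectors, while 1 was lower. At 7 dpe no gene was higher, 2 of 7 innate effectors (3 when adjusted over the list alone) and 2 of 3 immunoglobulin genes were lower, and with an unadjusted p 11 genes were lower and 0 higher.

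Raw Cq ended the calls of CD8 at 7 dpe, of Cath1 at 4 and 20 dpe and of MHC II at 4, 7 and 20 dpe, where the Cath1 values were -2.83 and -3.49 and the MHC II values -0.66, -0.39 and -0.01, and panel mean normalization ended the same calls of Cath1 and MHC II. The 20 dpe calls of both genes also ended with samples lacking a Cq at a floor (Cath1 -5.12, MHC II -0.56), by the two-factor test, with the fish number as a block and with tank as a random block. That of MHC II ended without any 1 of the 5 non-QTL fish (-1.25 to -1.07), and that of Cath1 in the exact permutation test and with the duplicate tank as a covariate. Only 3 of the 5 non-QTL fish had a Cath1 Cq at 20 dpe, so leaving out 1 of these 3 leaves too few for a test. Leaving out either of the others also ended the Cath1 call, with its value unchanged. Cath1 at 4 dpe no longer passed by the two-factor test or with the fish number as a block (-2.36). With tank as a random block IL-1β, TNFα, TGF-β and Hepcidin no longer passed at 5 hpe, and with samples lacking a Cq at a floor Cath1 and Hepcidin did not.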

In the spleen of control fish (QTL compared to non-QTL), most of the examined genes were downregulated except for those encoding Hepcidin, IL-1β, MHCI and TNFα (S2 Table and S1 Fig).

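In the spleen of QTL fish, exposure gave 4 calls among 93 tests, 1 higher and 3 lower. At 4 dpe Cath2 was lower, with -3.58 (standard error 0.87, adjusted p = 0.00950), and MHC I, which presents peptides to cytotoxic T cells, was higher by 1.34 (standard error 0.41, adjusted p = 0.0358). At 7 dpe FoxP3b, a marker of regulatory T cells, was lower, with -2.65 (standard error 0.59, adjusted p = 0.00277). SAA at 4 dpe was the remaining call, also lower. With the fish number as a block the calls in QTL fish numbered 2. At 5 hpe limma called 0 genes in QTL fish, as did an unadjusted p, the two-factor test and the exact permutation test. In non-QTL fish 9 of 93 tests passed, all at 5 hpe, 1 higher and 8 lower. Those that fell were led by IL-6, with -13.19 ± 3.11 (SD, n = 9) in exposed and -9.98 ± 1.08 (SD, n = 8) in unexposed spleen and a log2 fold change of -3.21 (standard error 0.88, adjusted p = 0.00658), Hepcidin with -2.85 (standard error 0.63, adjusted p = 0.00269) and IL-1β with -2.67 (standard error 0.73, adjusted p = 0.00658). They made up 3 of 4 pro-inflammatory cytokines, 3 of 7 innate effectors (5 lower and 1 higher when adjusted over the list alone) and 2 of 3 T cell markers. IL-17C1 was higher by 2.88 (standard error 0.96, adjusted p = 0.0298), with -0.16 when samples lacking a Cq were set to a floor. The interaction of genotype and exposure passed for 1 gene, FoxP3b at 7 dpe. In non-QTL fish limma called 0 genes at 4 and 7 dpe, where an unadjusted p gave 3 and 3, the two-factor test 2 and 0 and the exact permutation test 0 and 0.

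With tank as a random block none of the 9 calls of 5 hpe in non-QTL fish was kept, with folds as large but wider standard errors (Hepcidin -3.05, standard error 0.94), and raw Cq ended that of FoxP3b. At 5 hpe panel mean normalization gave 5 higher and 5 lower calls in non-QTL fish, and raw Cq 2 higher and 4 lower. In simulated data an adjusted p alone recovered a log2 change of 2 for 61.2% of changed genes in spleen and 93.4% in gill. The comparison was exposed against unexposed QTL fish at 5 hpe.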

The overview of the gene expression in the spleen of infected QTL and non-QTL fish compared to control showed no significant regulation for most of the examined genes.

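Between exposed non-QTL and exposed QTL fish, 18 comparisons in spleen passed the test among 93, 3 higher and 15 lower in non-QTL fish. At 5 hpe MHC I was -1.02 ± 1.09 (SD, n = 9) in non-QTL and -3.14 ± 0.92 (SD, n = 8) in QTL spleen, a log2 difference of 2.12 (standard error 0.51, adjusted p = 0.00240) or 4.34-fold. MHC II was lower, with -2.63 (standard error 0.31, adjusted p = 3.06e-08) at that time. All 3 T cell markers were lower in non-QTL fish at 4 dpe, CD8 with -1.59 (standard error 0.36, adjusted p = 0.00196), and 2 of 3 at 7 dpe, with the same counts when adjusted over the list alone. At 7 dpe Cath1 was lower, with -4.78 (standard error 0.97, adjusted p = 0.00164), and FoxP3b was higher by 2.12 (standard error 0.64, adjusted p = 0.0139). Of 6 innate effector genes tested at 7 dpe, 3 were lower and none higher. Raw Cq left 9 calls, 3 higher and 6 lower, and ended that of CD8 at 4 dpe. With tank as a random block MHC I no longer passed at 5 hpe.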

Comparing gene expression in the spleen of infected QTL and non-QTL fish showed significant downregulation in QTL fish for most of the genes except for MHCI, which was 4 times higher in non-QTL fish (S2 Table and S1 Fig).

In the re-exposure study, comparing gill from QTL and non-QTL fish Group 1 (exposed on days 0 and 10) showed significant upregulation in genes encoding C3, Cath2, CD4, IgDs, IL-1β, IL-2, Lysozyme, Precerebellin, SAA and TNFα in non-QTL fish. 

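In gill of Group 1 at 20 dpe, 17 of 32 genes were higher and 1 was lower in non-QTL than in QTL fish. The acute phase protein SAA was -4.85 ± 1.41 (SD, n = 8) in non-QTL and -7.03 ± 0.94 (SD, n = 8) in QTL fish, a log2 difference of 2.18 (standard error 0.48, adjusted p = 5.54e-04). IL-12 was higher by 2.84 (standard error 0.72, adjusted p = 0.00274), C3 by 2.14 (standard error 0.63, adjusted p = 0.00494) and Precerebellin, another acute phase protein, by 1.75 (standard error 0.35, adjusted p = 2.33e-04). Cath2, CD4, IgDs, IL-1β, IL-2, Lysozyme and TNFα passed too, as did FoxP3a, IFNγ, IL-6, IL-8, IL-10 and IL-22. IgT was the gene that was lower, with -2.06 (standard error 0.55, adjusted p = 0.00365). By list, all 4 pro-inflammatory cytokines, all 3 type 1 genes, 5 of 7 innate effectors, 2 of 5 type 2 and regulatory genes, 1 of 3 T cell markers and 1 of 4 of the IL-17 and IL-22 list (0 when adjusted over the list alone) were higher. Of the 4 immunoglobulin genes 1 was higher and 1 lower.

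The assignment to Group 1 rests on the label of exposures, since the titles name a reinfection for Group 2. In this group 1 of the 8 non-QTL fish lay far below the others for C3 and IL-12. Raw Cq left 9 calls, 8 of them higher, and panel mean normalization left 1 that was lower. The median difference over the panel was 1.08 with the reference genes and 0.61 on raw Cq.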

Upregulation of genes encoding IFNγ, IgM and IL4/13 were significantly higher in non-QTL fish from Group 2 (exposed on day 10). 

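In Group 2, 29 of 32 genes were higher in non-QTL than in QTL gill at 20 dpe and none was lower. IL-12 was -11.08 ± 1.63 (SD, n = 7) in non-QTL and -15.72 ± 1.06 (SD, n = 9) in QTL fish, a log2 difference of 4.64 (standard error 0.72, adjusted p = 6.89e-07). IgDs followed with 4.05 (standard error 0.70, adjusted p = 2.94e-06), IFNγ with 3.83 (standard error 0.63, adjusted p = 1.19e-06), SAA with 3.16 (standard error 0.48, adjusted p = 5.80e-07), IgM with 2.74 (standard error 0.44, adjusted p = 1.19e-06) and IL-4/13 with 2.60 (standard error 0.39, adjusted p = 5.80e-07). All 4 pro-inflammatory cytokines, all 4 genes of the IL-17 and IL-22 list, all 5 type 2 and regulatory genes and all 3 genes in each of the type 1 and T cell marker lists were higher. So were 6 of 7 innate effectors, 3 of 4 immunoglobulin genes and 1 of 2 MHC genes, and adjusted over the list alone the counts were the same. Cath1, IgT and MHC I did not pass. By the two-factor test 25 genes were higher.

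Reference Cq differed between these groups. It was 15.8 ± 0.405 cycles (SD, n = 9) in QTL and 17.1 ± 0.286 cycles (SD, n = 7) in non-QTL gill, a difference of 1.25 cycles. On raw Cq 11 of the 29 genes passed, and the median difference over the panel went from 1.93 to 0.68. After panel mean normalization 3 of the 29 still passed and 1 gene passed as lower, and among the lost calls IgM stood at 0.56, IL-4/13 at 0.41 and SAA at 0.97.

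**Figure D2:**
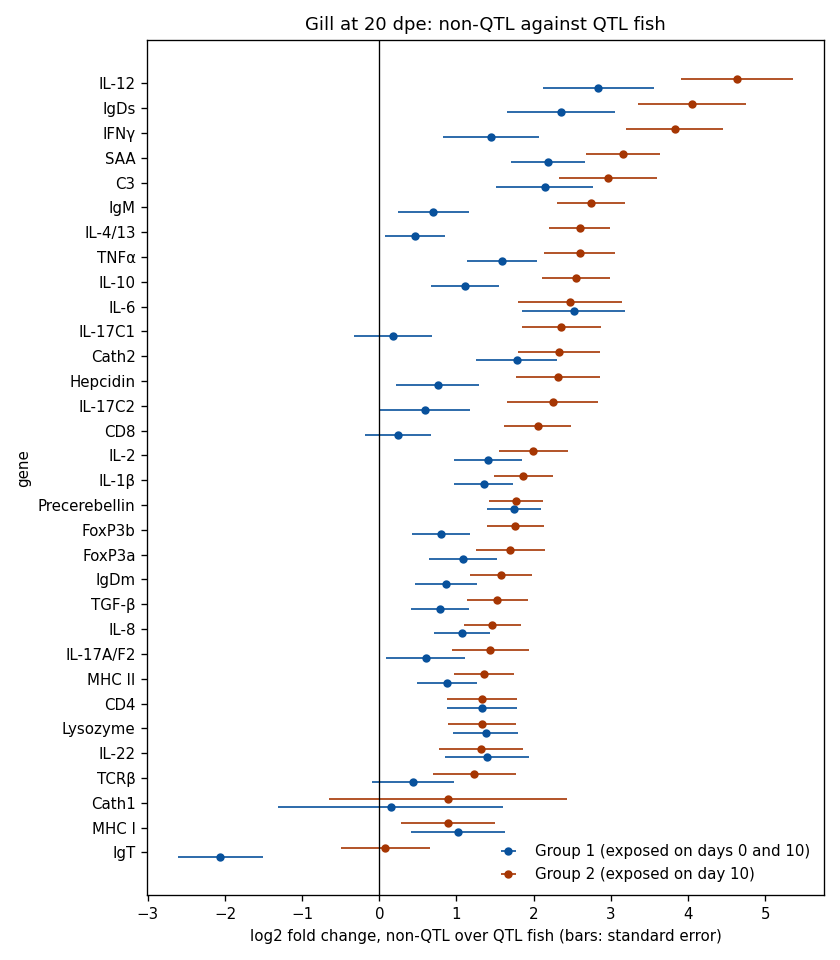
Log2 fold change of non-QTL over QTL fish in gill at 20 dpe (horizontal axis) for the 32 genes (vertical axis). Blue points are Group 1, brown points Group 2 and bars standard errors, and in Group 2 IL-12 lies farthest to the right at 4.64, and in Group 1 IgT lies farthest to the left at -2.06.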

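In spleen at 20 dpe, 1 of 32 genes passed between non-QTL and QTL fish of Group 1 and 4 of 30 in Group 2, all lower in non-QTL fish. In Group 1 this was IgDm, with -1.19 (standard error 0.32, adjusted p = 0.0159). In Group 2 Cath1 was lower, with -5.81 (standard error 1.56, adjusted p = 0.00893), the acute phase protein Precerebellin with -3.97 (standard error 0.94, adjusted p = 0.00183) and MHC II with -1.83 (standard error 0.39, adjusted p = 7.22e-04). The remaining call was TGF-β, whose values are shared with TNFα, and without these genes 3 passed. FoxP3a, a transcription factor of regulatory T cells, stood at -8.84 ± 1.35 (SD, n = 8) in non-QTL and -8.24 ± 1.27 (SD, n = 8) in QTL fish of Group 1, a log2 difference of -0.60 (standard error 0.65, adjusted p = 0.540). In Group 2 its difference was -0.83 (standard error 0.66, adjusted p = 0.365). Among the 8 non-QTL fish of Group 1, the fish with the highest reference Cq of the group, 20.9 cycles, also had the highest FoxP3a. With an unadjusted p 7 genes were lower in either group. Panel mean normalization gave 1 higher and 2 lower in Group 1, and 2 higher and 3 lower in Group 2. Raw Cq gave 1 higher and 4 lower in Group 2. The 1 call of Group 1 was reached by 9 of 100 splits of the fish, so chance cannot be excluded there. The call of IgDm ended on raw Cq (-0.44), with panel mean normalization (-0.29), with tank as a random block (-1.19) and with samples lacking a Cq at a floor (-1.28), and that of MHC II in Group 2 with panel mean normalization (-1.28).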

Comparing spleen from QTL and non-QTL fish from Group 1 and Group 2 showed no significant changes for most of the genes except upregulation in the gene encoding Fox P3a in non-QTL fish (Figs 4 and 5).

## Discussion

Two main questions were addressed in this study. First, we wished to elucidate if fish showing a level of resistance to infection with the skin parasitic *I*. *multifiliis* (QTL fish) also showed some protection against eye fluke *D*. *pseudospathaceum* infections. Secondly, we investigated if previous exposure to eye fluke invasion (both QTL and non-QTL fish) induced some response to a secondary fluke infection.

Surprisingly, rainbow trout carrying SNPs associated with a lower *I*. *multifiliis* infection and delayed time to death, as described by Jaafar et al. [9] and Buchmann et al. [19], were more susceptible to eye flukes and obtained a significantly higher parasite load in the lenses. This was most clearly shown following re-exposure to eye fluke cercariae. This suggests that the factors protecting fish against *I*. *multifiliis* differ from mechanisms protecting trout against eye flukes.

We demonstrated that, in both QTL and non-QTL fish, the infection intensity increases during exposure to infective cercariae. This corresponds to the dynamics shown in natural lakes and at farm level [31, 32]. However, the second exposure resulted none-the-less in a slightly but significantly lower infection success, which suggests that a previous infection confers a relative protection to re-infection. This was previously shown in other experimental and field studies [27, 22, 33, 34]. The protective mechanisms in repeatedly eye fluke exposed fish was suggested to include both avoiding behaviour and elements of acquired immunity [22, 33]. According to Hoglund and Thuvander [27], the response is primarily based on innate immune factors because the authors did not confirm changes in specific antibody titers over the infection course. They showed that various leukocytes (neutrophils and monocytes/macrophages) were recruited in primed fish, suggesting that cellular factors are involved. In this context, it is noteworthy that Chappel [35] also suggested that the immune reaction involved an elevated activation of macrophages, through TNFα and IFNγ upregulation, with resulting ROS (reactive oxygen species) production. Direct killing of diplostomules and subsequent phagocytosis during the migration in the host before reaching the eye would then explain the partial protection.

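In gill of exposed fish, IFNγ and IL-12 rose in both strains at 5 hpe, and IL-6 rose in QTL fish at 5 hpe. At 4 dpe IL-1β was higher in exposed than in unexposed QTL fish, and lower in exposed than in unexposed non-QTL fish. A raised level in the unexposed non-QTL fish and a fall after exposure cannot be told apart there. The call in QTL fish ended with tank as a random block and with panel mean normalization. IL-1β, an early inflammatory cytokine, had a log2 fold change of 0.73 (standard error 0.26, adjusted p = 0.0393) in QTL gill at 5 hpe, below the 2-fold threshold. IL-6, which drives the acute phase response, stood at 0.40 (standard error 0.78, adjusted p = 0.763) in non-QTL gill at 5 hpe, with 2.51 and a call where samples lacking a Cq were set to a floor, and -0.23 after panel mean normalization. In non-QTL gill at 7 dpe IL-12 had 1.86 (standard error 0.67, adjusted p = 0.0568) and IFNγ 1.53 (standard error 0.61, adjusted p = 0.0879), and both passed with an unadjusted p. The interaction of genotype and exposure at 4 dpe passed for IL-1β and IL-12, with -2.97 (standard error 0.50, adjusted p = 1.57e-05) and -3.54 (standard error 0.85, adjusted p = 0.00117). In spleen IL-1β and IL-6 passed as lower in exposed non-QTL fish at 5 hpe, and neither passed with tank as a random block.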

In the present study, we confirmed that eye fluke infection elicited upregulation of genes encoding cytokines like IL-1β, IFNγ, IL-6 and IL-12. This aligns with the suggested immune pathway in stickleback responses towards *Diplostomum* invasion [4, 36, 37], again pointing at elevated monocyte proliferation and respiratory burst activity.

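In exposed gill the immunoglobulin call that recurred was IgDs, the secreted form of IgD, higher at 5 hpe in both strains. IgM, the main serum immunoglobulin, did not pass in either strain at 5 hpe, 4 dpe or 7 dpe. In QTL gill its log2 fold change was 0.63 (standard error 0.53, adjusted p = 0.386) at 5 hpe, 0.29 (standard error 0.55, adjusted p = 0.875) at 4 dpe and -0.51 (standard error 0.47, adjusted p = 0.486) at 7 dpe. In non-QTL gill it was -1.15 (standard error 0.53, adjusted p = 0.0887), -0.55 (standard error 0.58, adjusted p = 0.517) and -0.21 (standard error 0.51, adjusted p = 0.947). The membrane-bound form IgDm stood at -0.38 (standard error 0.27, adjusted p = 0.322) in QTL and 0.22 (standard error 0.27, adjusted p = 0.655) in non-QTL gill at 5 hpe. Panel mean normalization turned the sign of IgM at 4 dpe in both strains, to -0.46 and 0.32, and of IgDm in non-QTL fish at 5 hpe, to -0.59. In non-QTL gill IgM was called as lower at 5 hpe with an unadjusted p and with panel mean normalization (-1.96), and at 4 dpe with the fish number as a block (-1.38).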

We recorded a general parasite-induced upregulation of genes encoding immunoglobulins (IgM and IgD) in exposed fish gills. Such an immunoglobulin involvement could be interpreted as a humoral response in the interface between innate and adaptive reactions. Although specific antibody titers may not result from the process, this local response aligns with elevated production of low specificity serum antibodies in *Diplostomum* exposed rainbow trout [27, 38]. If the low specific antibody level is due to antigen disguise and or antigen shifts during the diplostomule migration is worth investigating in the future. Alternatively, the low antibody production might because of the fast migration of diplostomules to the eye, limiting the time for humoral response. It is also noteworthy that IgD, as shown in the present study, seems to play a prominent role in the early response to infection. This suggests that new IgD antibody assays should be developed to evaluate if the specificity of IgD antibodies is higher than found for IgM.

We also demonstrated a significant regulation of the gene encoding Complement Factor C3 in the gill and spleen supporting the view that serum factors is part of the innate response [35, 36]. These innate serum factors may directly kill the pathogen or opsonize parasite surfaces and thereby improve leucocyte adherence to the invader.

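In gill, C3, the central complement factor, passed the test after exposure at 5 hpe in both strains and at 7 dpe in QTL fish, where it was lower. In non-QTL gill at 5 hpe it was -11.64 ± 1.55 (SD, n = 9) in exposed and -13.18 ± 0.63 (SD, n = 8) in unexposed fish, a log2 fold change of 1.54 (standard error 0.50, adjusted p = 0.0109). The interaction with genotype at 7 dpe was 2.95 (standard error 0.59, adjusted p = 5.29e-04). In spleen C3 did not pass after exposure in either strain, and at 7 dpe too few non-QTL fish had a Cq for a test. The highest of the spleen values was in non-QTL fish at 5 hpe, with -13.16 ± 3.74 (SD, n = 9) in exposed and -16.77 ± 2.91 (SD, n = 6) in unexposed fish and a log2 fold change of 3.61 (standard error 1.64, adjusted p = 0.0868). It passed with an unadjusted p, with samples lacking a Cq at a floor, on raw Cq and with panel mean normalization. The call in non-QTL gill at 5 hpe ended in the exact permutation test per gene and with panel mean normalization. From the regulation of C3 in gill and spleen, the paper proposes that serum factors are part of the innate response, and that they may kill the parasite directly or coat its surface and so help leucocytes adhere.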

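After exposure, 1 comparison of an MHC gene passed the test in gill and spleen over both strains and 3 times, that of MHC I in spleen of QTL fish at 4 dpe, where it rose. In that comparison MHC I stood at -1.58 ± 0.74 (SD, n = 7) in exposed and -2.92 ± 0.83 (SD, n = 9) in unexposed fish. In non-QTL gill at 5 hpe MHC I had a log2 fold change of 1.30 (standard error 0.58, adjusted p = 0.0827), which passed with an unadjusted p, on raw Cq and with tank as a random block. MHC II, the class that presents peptides from outside the cell, had -0.70 (standard error 0.34, adjusted p = 0.155) in QTL gill at 4 dpe and -0.55 (standard error 0.31, adjusted p = 0.183) in non-QTL spleen at 5 hpe. After panel mean normalization the former was called as lower (-1.45) and the latter turned to 0.18.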

The present study showed a higher level of major histocompatibility complex (MHC) transcripts in infected fish. MHC molecules, especially Class II, present peptides from extracellular parasites. Allelic diversity of these molecules have been suggested to increase the immune response efficiency [39], although Rauch et al. [40] suggested that other genes influence the parasite load more than MHC allelic diversity. However, macrophages (involved in both innate and adaptive responses) carry these molecules, and it is likely that both immune pathways are activated during the short migration of diplostomules to the immune-privileged fish lenses. Repeated exposure to cercariae resulted in a slightly lower infection success rate, which may due to a higher trapping/elimination of diplostomules by the humoral and cellular innate elements in the body of these primed fish.

We found a significant difference in the number of metacercariae in lenses of QTL and non-QTL fish which suggests a genetic background for eye fluke resistance. This genetic aspect was previously indicated [41–43], but in this study we saw that the mechanisms differed clearly from the ones associated with *I*. *multifiliis* resistance. Thus, the QTL rainbow trout in this study were produced by use of male parent fish homozygous for the favourite SNPs on Omy16 and 17 associated with a relative resistance (lower intensity of infection and delayed onset of mortality) to *I*. *multifiliis* infection [9, 19]. Our approach of exposing genotyped rainbow trout resistant to *I*. *multifiliis* to another parasite, *Diplostomum*, could elucidate if the genes involved in protection against a parasitic ciliate are relevant for other parasite types. The host response against the parasitic ciliate, *I*. *multifillis*, in rainbow trout involves both innate and adaptive immune factors, such as neutrophil activity [44], upregulation of genes encoding antimicrobial peptides, complement factors and serum amyloid A [9] supplemented by adaptive immunity elements involving IgM, IgT and T cell responses [45].

Although classical immune factors may play a role in the genetic basis for inherited resistance to parasite infection, other physiological factors (in parasite and host) should be discussed. *I*. *multifillis* theronts are attracted to host serum molecules released from mucous cells, and the rapid penetration of theronts into the fish epidermis probably occurs through mucous cell openings [18, 46]. Therefore, it is possible that chemo-attraction of *I*. *multifiliis* to the host plays a role in the inheritable susceptibility/resistance to a primary infection and that humoral and cellular play a role in response to a secondary infection–both for *Ichthyophthirius* and *Diplostomum*.

As these specialized chemoattractive elements may be involved in the susceptibility of rainbow trout to *I*.*multifillis* infection, it is still possible that a multicellular parasite, such as *Diplostomum*, may apply other host finding mechanisms resulting in a different infection success compared to *I*. *multifillis*. Dissection of the rainbow trout genome close to SNPs located on Omy16 may shed light on the involved genes. Here one finds a gene encoding a mucin-1-like protein, an O-glycosylated glycoprotein belonging to membrane-bound mucins family [47]. Certain specific molecular structures of mucin or mucous cells may, at least theoretically, affect the vulnerability of QTL fish to *I*. *multifillis*. Correspondingly, *Diplostomum* could be affected differently.However, involvement of at least a partial role of the mucous surfaces, with regard to eye flukes, cannot be excluded as these factors were affected in e.g. common carp by feeding beta-glucan, nucleotides or chitosan which reduced the susceptibility to *Diplostomum* [48].

For both parasites innate and adaptive host immune responses do play a role. Toll-like receptors (TLRs) recognize these parasites invading the epithelium of the skin, gill, and other body surfaces. Proinflammatory responses are then stablished, as judged by the release of cytokines (IFNɣ, IL-1β), which attract neutrophils and monocytes to the infection area. IgT and IgM binding and recruitment of CD8^+^ cells and MHCII^+^ cells in mucosal and systemic tissues are involved in both cases. Thus, for both types of parasites, we suggest that different phases of the infection process should be discerned when discussing susceptibility and resistance. The process can be divided into 1) chemoattraction of a parasite to the host, 2) the attachment of the parasite to the host, 3) the penetration of the host surface, and 4) subsequent survival in the host organism. The ability of the parasite to down-regulate central immune reactions, which are potentially lethal to invading parasite, is likely to differ between different species and strains of both hosts and parasites. Future studies should therefore elucidate the four factors in further depth.

## Supporting information

S1 Data

S1 Table List of primers and probes.

S2 Table Gene expression results.

S1 Fig Gene expression results. A. Gene expression result. First part of cytokine genes. The gene expression assessed using Two Way ANOVA. Significant regulation defined as: fold change at least 2 and p<0.05. *: p<0.05. Source of variation (p<0.05) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis represent geometric means and error bars geometric standard deviations. B. Gene expression result. Second part of cytokine and transcription factor genes. The gene expression assessed using Two Way ANOVA. Significant regulation was defined as both fold change was at least 2 and p<0.05. Asterisks indicate p<0.05. Source of variation (p<0.05) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis represent geometric means and error bars geometric standard deviations. C. Gene expression result. Immune cell marker genes. The gene expression assessed using Two Way ANOVA. Significant regulation defined as: fold change at least 2 and p<0.05. *: p<0.05. Source of variation (p<0.05) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis represent geometric means and error bars geometric standard deviations. D. Gene expression result. One marker for immune cells and 7 innate factors. The gene expression assessed using Two Way ANOVA. Significant regulation defined as: fold change at least 2 and p<0.05. *: p<0.05. Source of variation (p<0.05) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis represent geometric means and error bars geometric standard deviations. E. Gene expression result of the re-exposure trial. Only the 24 genes significantly regulated are shown. The gene expression assessed using Two Way ANOVA. Significant regulation defined as: fold change at least 2 and p<0.05. *: p<0.05. Source of variation (p<0.05) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure; results for spleen an gill are placed to the left and right, respectively. Please note the figure focus on the genotypes non-QTL fish versus QTL fish. The y-axis represent geometric means and error bars geometric standard deviations.
(PDF)

# Supplementary material for: Responses towards eyefluke (Diplostomum pseudospathaceum) in different genetic lineages of rainbow trout
**Source:** PLoS One. 2022 Oct 27;17(10):e0276895. doi: 10.1371/journal.pone.0276895
**Supplement:** S1 Table

**Table S1**

Primers and probes used for qPCR assays. All nucleotides are read from 5’ end to 3’end. The probes are labelled with FAM at the 5’end and BHQ1 at the 3’ end. The qPCR assays were all optimized to have annealing temperature of 60°C and efficiencies of 100% ± 5%. ^R^ indicates reference genes (housekeepers). ^MS^ indicates the qPCR assay targets both membrane bound and secreted forms. ^1^ The α chain of IL-12 is common to the two isoforms of IL-12.

| **Gene**  **GenBank acc.no.** | **Length**  **bp** | **Primers & Probes**  **5’end to 3’end** | **References** |
| --- | --- | --- | --- |
| ^R^ ARP  AY505012 | 106 | Fwd: GAAAATCATCCAATTGCTGGATG  Rev: CTTCCCACGCAAGGACAGA  Probe: CTATCCCAAATGTTTCATTGTCGGCGC | Purcell, Kurath, Garver, Herwig and Winton (2004) |
| ^R^ β-actin  AB196465 | 241 | Fwd: ACATCAAGGAGAAGCTGTGCTAC  Rev: TACGGATGTCCACGTCACAC  Probe: CCTCTCTGGAGAAGAGCTACGAGCTG | Marana, Chettri, SaltenBach-Olesen, Kania, Dalsgaard and Buchmann (2020) |
| ^R^ ELF-1α  [AF498320](http://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&val=20269865) | 63 | Fwd: ACCCTCCTCTTGGTCGTTTC  Rev: TGATGACACCAACAGCAACA  Probe: GCTGTGCGTGACATGAGGCA | Ingerslev, Pettersen, Jakobsen, Petersen and Wergeland (2006) |
| C3.3 & C3.4  AF271080 / U61753 | 85 | Fwd: ATTGGCCTGTCCAAAACACA  Rev: AGCTTCAGATCAAGGAAGAAGTTC  Probe: TGGAATCTGTGTGTCTGAACCCC | Raida and Buchmann (2009) |
| Cathelicidin 1A  AY382478 | 189 | Fwd: TCTCTCGTCCTGGGGTT  Rev: GTTGTAGCGTGCTGATCTATG  Probe: TAATTGGTCGTCCTGGGGGTGG | Marana *et al.* (2020) |
| Cathelicidin 2A  AY360356 | 135 | Fwd: AAAGATTCCAAGGGGGGT  Rev: CAAAGGGTGTGTTGTGCTGT  Probe: GCTCTCGTCCTGGGTTTGGCTCC | Xueqin, Kania and Buchmann (2012) |
| CD4  AY973028 | 89 | Fwd: CATTAGCCTGGGTGGTCAAT  Rev: CCCTTTCTTTGACAGGGAGA  Probe: CAGAAGAGAGAGCTGGATGTCTCCG | Raida and Buchmann (2008b) |
| CD8a  AF178054 | 74 | Fwd: ACACCAATGACCACAACCATAGAG  Rev: GGGTCCACCTTTCCCACTTT  Probe: ACCAGCTCTACAACTGCCAAGTCGTGC | Olsen, M.M., Kania, P.W., Heinecke, R.D., Skjoedt, K., Rasmussen, K.J. & Buchmann, K. v2011) |
| Fox P3a  FM883710 | 80 | Fwd: CTACAGGCACAGCCTGTCACTAGG  Rev: GCTCCTCTGGCTCTTTAGTGG  Probe: CCAGAACCGAGGTGGAGTGTCACG | Bahlool QZ, Skovgaard A, Kania PW, Buchmann K (2013) |
| Fox P3b  FM883711 | 75 | Fwd: TCCTGCCCCAGTACTCATCCC  Rev: GCTCCTCTGGCTCTTTAGTGG  Probe: CTTGGCAGCAGATGGAGTGCCACG | Bahlool QZ, Skovgaard A, Kania PW, Buchmann K (2013) |
| Hepcidin | 95 | Fwd: GAGGAGGTTGGAAGCATTGA  Rev: TGACGCTTGAACCTGAAATG  Probe: AGTCCAGTTGGGGAACATCAACAG | Raida, M.K. & Buchmann, K. (2009) |
| IFN γ1 and IFN γ2  FJ184374 / FJ184375 | 68 | Fwd: AAGGGCTGTGATGTGTTTCTG  Rev: TGTACTGAGCGGCATTACTCC  Probe: TTGATGGGCTGGATGACTTTAGGA | Raida and Buchmann (2007) |
| IgDm  AY870262 | 304 | Fwd: CAGGAGGAAAGTTCGGCATCA  Rev: CCTCAAGGAGCTCTGGTTTGGA  Probe: CCACACCACACAGACTCTGGCCCTGAA | Skov, Chettri, Jaafar, Kania, Dalsgaard and Buchmann (2018) |
| IgDs  JQ003979 | 304 | Fwd: TGGCACGCCAGGATTTGAC  Rev: TCAGAATTGAGTGAACGGACAGACA  Probe: CCACACCACACAGACTCTGGCCCTGAA | Skov *et al.* (2018) |
| ^MS^ IgM  S63348 / AH014877 | 72 | Fwd: ACCCTCCTCTTGGTCGTTTC  Rev: TGATGACACCAACAGCAACA  Probe: TGATGACACCAACAGCAACA | Raida and Buchmann (2007) |
| ^MS^ IgT  AY870265 / AY870263 | 73 | Fwd: AGCACCAGGGTGAAACCA  Rev: GCGGTGGGTTCAGAGTCA  Probe: AGCAAGACGACCTCCAAAACAGAAC | Raida and Buchmann (2007) |
| IL1β  AJ223954 | 91 | Fwd: ACATTGCCAACCTCATCATCG  Rev: TTGAGCAGGTCCTTGTCCTTG  Probe: CATGGAGAGGTTAAAGGGTGGC | Raida and Buchmann (2007) |
| IL2a  FJ571513 | 110 | Fwd: ATGCAACACCACATCAGCAT  Rev: TGCCACGGCCCTACAAAAGA  Probe: TGCCACGGCCCTACAAAAGA  RE  TGCCACGGCCCTACAAAAGA | Marana *et al.* (2020) |
| IL4/13a  AB574337 | 138 | Fwd: ATCCTTCTCCTCTCTGTTGC  Rev: GAGTGTGTGTGTATTGTCCTG  Probe: CGCACCGGCAGCATAGAAGT | Chettri, Kuhn, Jaafar, Kania, Moller and Buchmann (2014) |
| IL6a  DQ866150 | 91 | Fwd: ACTCCCCTCTGTCACACACC  Rev: GGCAGACAGGTCCTCCACTA  Probe: CCACTGTGCTGATAGGGCTGG | Raida and Buchmann (2008a) |
| IL8 isoforms a, b , c, d & e  AY160982 to AY160986 | 69 | Fwd: AGAATGTCAGCCAGCCTTGT  Rev: TCTCAGACTCATCCCCTCAGT  Probe: TTGTGCTCCTGGCCCTCCTGA | Raida and Buchmann (2008a) |
| IL10a  [AB118099](http://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&val=47678892) | 70 | Fwd: CGACTTTAAATCTCCCATCGAC  Rev: GCATTGGACGATCTCTTTCTTC  Probe: CATCGGAAACATCTTCCACGAGCT | Raida and Buchmann( 2007) |
| ^1^ IL12 α chain  HE798148 | 84 | Fwd: CAACGGAACACCACATTCAG  Rev: AGCCTGTAGTGAGGCAGCAT  Probe: TGCGTGTCTGAGGAACATCCG | Jaafar, ChettriDalsgaard, Al-Jubury, Kania, Skov and Buchmann (2015) |
| IL17A/F2a  AJ580842 | 158 | Fwd: TCAAAAGCAACGTGTCGAAG  Rev: TCCCTCTGATTCCTCTGTGG  Probe: TATGCTGCTGGGCCTGACCA | Jaafar *et al.* (2015) |
| IL17c1  CAW30792 | 138 | Fwd: CTGGCGGTACAGCATCGATA  Rev: GAGTTATATCCATAATCTTCGTATTCGGC  Probe: CGTGATGTCCGTGCCCTTTGACGATG | Chettri *et al.* (2014) |
| IL17c2  CAW30793 | 134 | Fwd: CTGGCGGTACAGCATCGATA  Rev: CAGAGTTATATGCATGATGTTGGGC  Probe: CGTGGTGTCCAGGCCCTTTAATGATG | Chettri *et al.* (2014) |
| IL22  AM748537 | 64 | Fwd: ATGACCACCACCACAGCATT  Rev: ATTCCTTTCCCCTCCTCCAT  Probe: CTTTCCGCAAGAAGTTGTCCGAG | Olsen, Kania, Heinecke, Skjoedt, Rasmussen and Buchmann (2011) |
| Lysozyme  X59491 | 188 | Fwd: GAAACAGCCTGCCCAACT  Rev: GTCCAACACCACACGCTT  Probe: ATACCCAGGCCACCAACCGCAACAC | Chettri, Raida, Kania and Buchmann (2012) |
| MHC I  AY523661 | 73 | Fwd: TCCCTCCCTCAGTGTCT  Rev: GGGTAGAAACCTGTAGCGTG  Probe: CAGAAGACCCCCTCCTCTCCAGT | Skov, J., Kania, P.W., Holten-Andersen, L., Fouz, B. & Buchmann, K. (2012) |
| MHC II  AF115533 | 68 | Fwd: TGCCATGCTGATGTGCAG  Rev: GTCCCTCAGCCAGGTCACT  Probe: CGCCTATGACTTCTACCCCAAACAAAT | Raida, M.K. & Buchmann, K. (2007) |
| Precerebillin  AF192969 | 116 | Fwd: TGGTGTTGCTTTGCTGTTGT  Rev: TGGTGTTGCTTTGCTGTTGT  Probe: ATGGTTGAGACTCAGACGGAGAGTG | Raida, M.K. & Buchmann, K. (2009) |
| SAA  AM422446 | 79 | Fwd: GGGAGATGATTCAGGGTTCCA  Rev: TTACGTCCCCAGTGGTTAGC  Probe: TCGAGGACACGAGGACTCAGCA | Skov, Kania, Holten-Andersen, Fouz and Buchmann (2012) |
| TCR-β  AF329700 | 73 | Fwd: TCACCAGCAGACTGAGAGTCC  Rev: AAGCTGACAATGCAGGTGAATC  Probe: CCAATGAATGGCACAAACCAGAGAA | Raida and Buchmann (2007) |
| TGF-β1a  [X99303](http://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&val=1478246) | 75 | Fwd: TCTGAATGAGTGGCTGCAAG  Rev: GGTTTCCCACAATCACAAGG  Probe: CTGGAGAGGAGCAGGGATTCCAAT | Raida and Buchmann (2007) |
| TNF-α1 & TNF-α2  AJ277604 / AJ401377 | 75 | Fwd: GGGGACAAACTGTGGACTGA  Rev: GAAGTTCTTGCCCTGCTCTG  Probe: GACCAATCGACTGACCGACGTGGA | Raida and Buchmann (2008a) |

**References:**

Bahlool QZ, Skovgaard A, Kania PW, Buchmann K (2013). Effects of excretory/secretory products from Anisakis simplex (Nematoda) on immune gene expression in rainbow trout (Oncorhynchus mykiss). Fish Shellfish Immunol. 2013 Sep;35(3):734-9. doi: 10.1016/j.fsi.2013.06.007

Chettri, J.K., Kuhn, J.A., Jaafar, R.M., Kania, P.W., Moller, O.S. & Buchmann, K. (2014) Epidermal response of rainbow trout to Ichthyobodo necator: immunohistochemical and gene expression studies indicate a Th1-/Th2-like switch. *J Fish Dis,* **37,** 771-783.

Chettri, J.K., Raida, M.K., Kania, P.W. & Buchmann, K. (2012) Differential immune response of rainbow trout (Oncorhynchus mykiss) at early developmental stages (larvae and fry) against the bacterial pathogen Yersinia ruckeri. *Developmental & Comparative Immunology,* **36,** 463-474.

Ingerslev, H.-C., Pettersen, E.F., Jakobsen, R.A., Petersen, C.B. & Wergeland, H.I. (2006) Expression profiling and validation of reference gene candidates in immune relevant tissues and cells from Atlantic salmon (Salmo salar L.). *Molecular Immunology,* **43,** 1194-1201.

Jaafar, R.M., Chettri, J.K., Dalsgaard, I., Al-Jubury, A., Kania, P.W., Skov, J. & Buchmann, K. (2015) Effects of adjuvant Montanide™ ISA 763 A VG in rainbow trout injection vaccinated against Yersinia ruckeri. *Fish & Shellfish Immunology,* **47,** 797-806.

Marana, M.H., Chettri, J.K., Salten, M.B., Bach-Olesen, N.E., Kania, P.W., Dalsgaard, I. & Buchmann, K. (2020) Primary immunization using low antigen dosages and immunological tolerance in rainbow trout. *Fish Shellfish Immunol,* **105,** 16-23.

Olsen, M.M., Kania, P.W., Heinecke, R.D., Skjoedt, K., Rasmussen, K.J. & Buchmann, K. (2011) Cellular and humoral factors involved in the response of rainbow trout gills to *Ichthyophthirius multifiliis* infections: Molecular and immunohistochemical studies. *Fish & Shellfish Immunology,* **30,** 859-869.

Purcell, M.K., Kurath, G., Garver, K.A., Herwig, R.P. & Winton, J.R. (2004) Quantitative expression profiling of immune response genes in rainbow trout following infectious haematopoietic necrosis virus (IHNV) infection or DNA vaccination. *Fish Shellfish Immunol,* **17,** 447-462.

Raida, M.K. & Buchmann, K. (2007) Temperature-dependent expression of immune-relevant genes in rainbow trout following *Yersinia ruckeri* vaccination. *Diseases of aquatic organisms,* **77,** 41-52.

Raida, M.K. & Buchmann, K. (2008a) Bath vaccination of rainbow trout (*Oncorhynchus mykiss* Walbaum) against *Yersinia ruckeri*: effects of temperature on protection and gene expression. *Vaccine,* **26,** 1050-1062.

Raida MK, Buchmann K. (2008b)Development of adaptive immunity in rainbow trout, Oncorhynchus mykiss (Walbaum) surviving an infection with Yersinia ruckeri. Fish & Shellfish Immunology. 2008;25(5):533-41. doi: https://doi.org/10.1016/j.fsi.2008.07.008

Raida, M.K. & Buchmann, K. (2009) Innate immune response in rainbow trout (*Oncorhynchus mykiss*) against primary and secondary infections with *Yersinia ruckeri* O1. *Dev Comp Immunol,* **33,** 35-45.

Skov, J., Chettri, J.K., Jaafar, R.M., Kania, P.W., Dalsgaard, I. & Buchmann, K. (2018) Effects of soluble immunostimulants on mucosal immune responses in rainbow trout immersion-vaccinated against Yersinia ruckeri. *Aquaculture,* **492,** 237-246.

Skov, J., Kania, P.W., Holten-Andersen, L., Fouz, B. & Buchmann, K. (2012) Immunomodulatory effects of dietary beta-1,3-glucan from Euglena gracilis in rainbow trout (Oncorhynchus mykiss) immersion vaccinated against Yersinia ruckeri. *Fish Shellfish Immunol,* **33,** 111-120.

Xueqin, J., Kania, P.W. & Buchmann, K. (2012) Comparative effects of four feed types on white spot disease susceptibility and skin immune parameters in rainbow trout, *Oncorhynchus mykiss* (Walbaum). *Journal of Fish Diseases,* **35,** 127-135.

# Supplementary material for: Responses towards eyefluke (Diplostomum pseudospathaceum) in different genetic lineages of rainbow trout
**Source:** PLoS One. 2022 Oct 27;17(10):e0276895. doi: 10.1371/journal.pone.0276895
**Supplement:** S1 Fig — A. Gene expression result. First part of cytokine genes. The gene expression assessed using Two Way ANOVA. Significant regulation defined as: fold change at least 2 and p<0.05. *: p<0.05. Source of variation (p<0.05) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis represent geometric means and error bars geometric standard deviations. B. Gene expression result. Second part of cytokine and transcription factor genes. The gene expression assessed using Two Way ANOVA. Significant regulation was defined as both fold change was at least 2 and p<0.05. Asterisks indicate p<0.05. Source of variation (p<0.05) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis represent geometric means and error bars geometric standard deviations. C. Gene expression result. Immune cell marker genes. The gene expression assessed using Two Way ANOVA. Significant regulation defined as: fold change at least 2 and p<0.05. *: p<0.05. Source of variation (p<0.05) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis represent geometric means and error bars geometric standard deviations. D. Gene expression result. One marker for immune cells and 7 innate factors. The gene expression assessed using Two Way ANOVA. Significant regulation defined as: fold change at least 2 and p<0.05. *: p<0.05. Source of variation (p<0.05) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis represent geometric means and error bars geometric standard deviations. E. Gene expression result of the re-exposure trial. Only the 24 genes significantly regulated are shown. The gene expression assessed using Two Way ANOVA. Significant

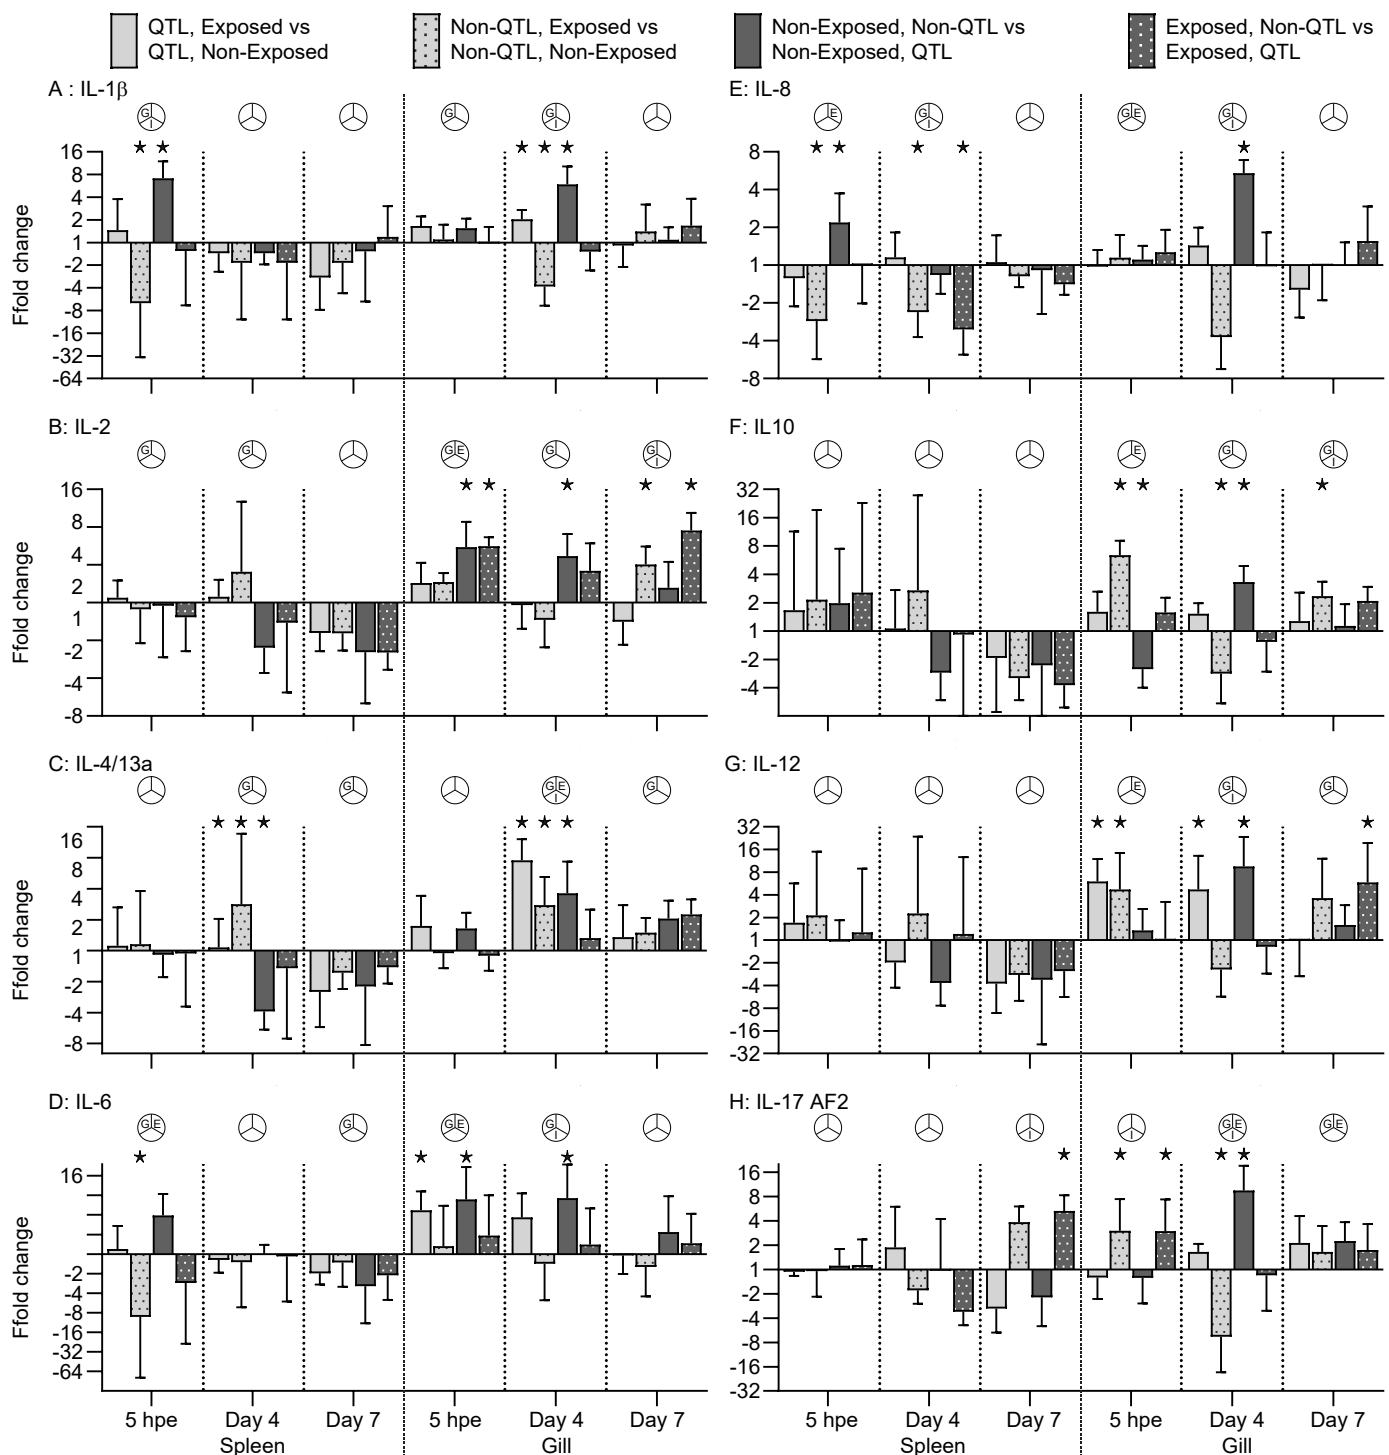

Fig S3A. Gene expression result. First part of the interleukins. The gene expression assessed using Two Way ANOVA. Significant regulation was defined as both fold change was at least 2 and $p < 0.05$. Asterisks indicate $p < 0.05$. Source of variation ($p < 0.05$) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis's represent geometric means and error bars geometric standard deviations

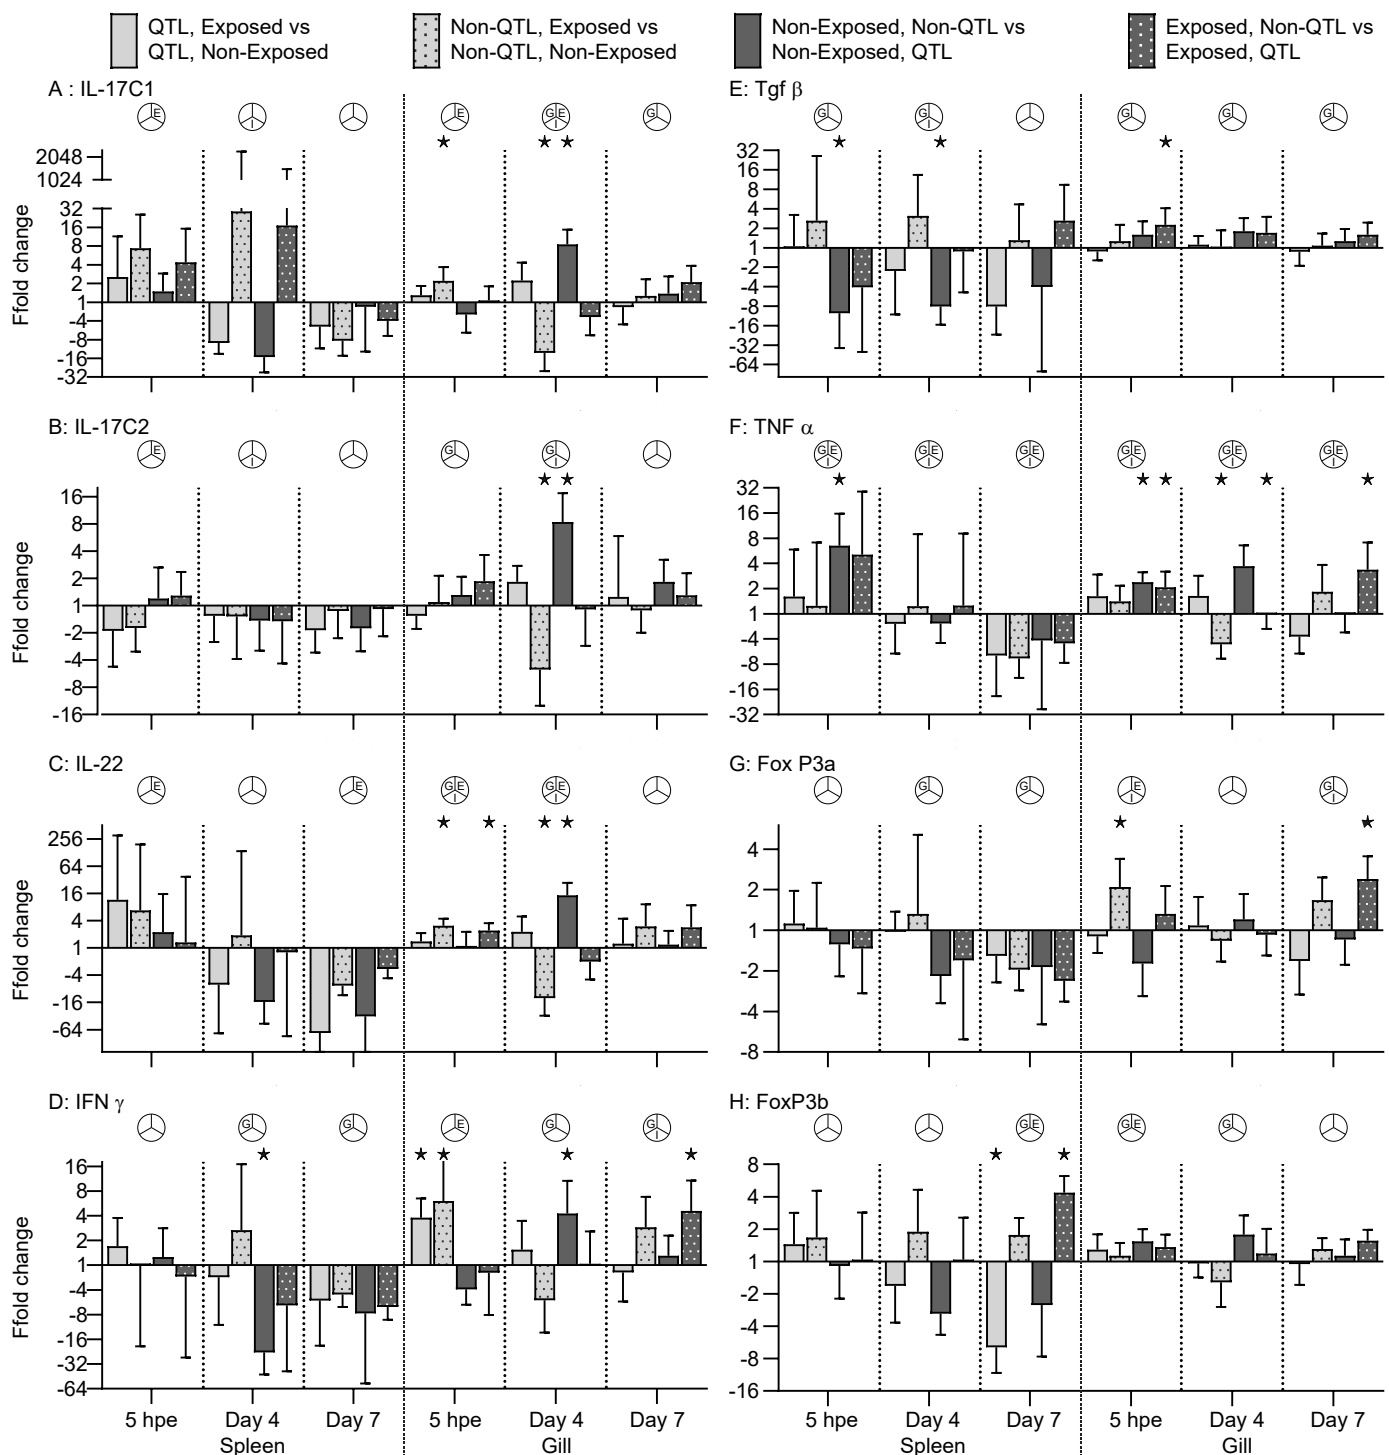

Fig S3B. Gene expression result. Second part of the interleukins, cytokines and transcription factors. The gene expression assessed using Two Way ANOVA. Significant regulation was defined as both fold change was at least 2 and $p < 0.05$. Asterisks indicate $p < 0.05$. Source of variation ($p < 0.05$) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis's represent geometric means and error bars geometric standard deviations.

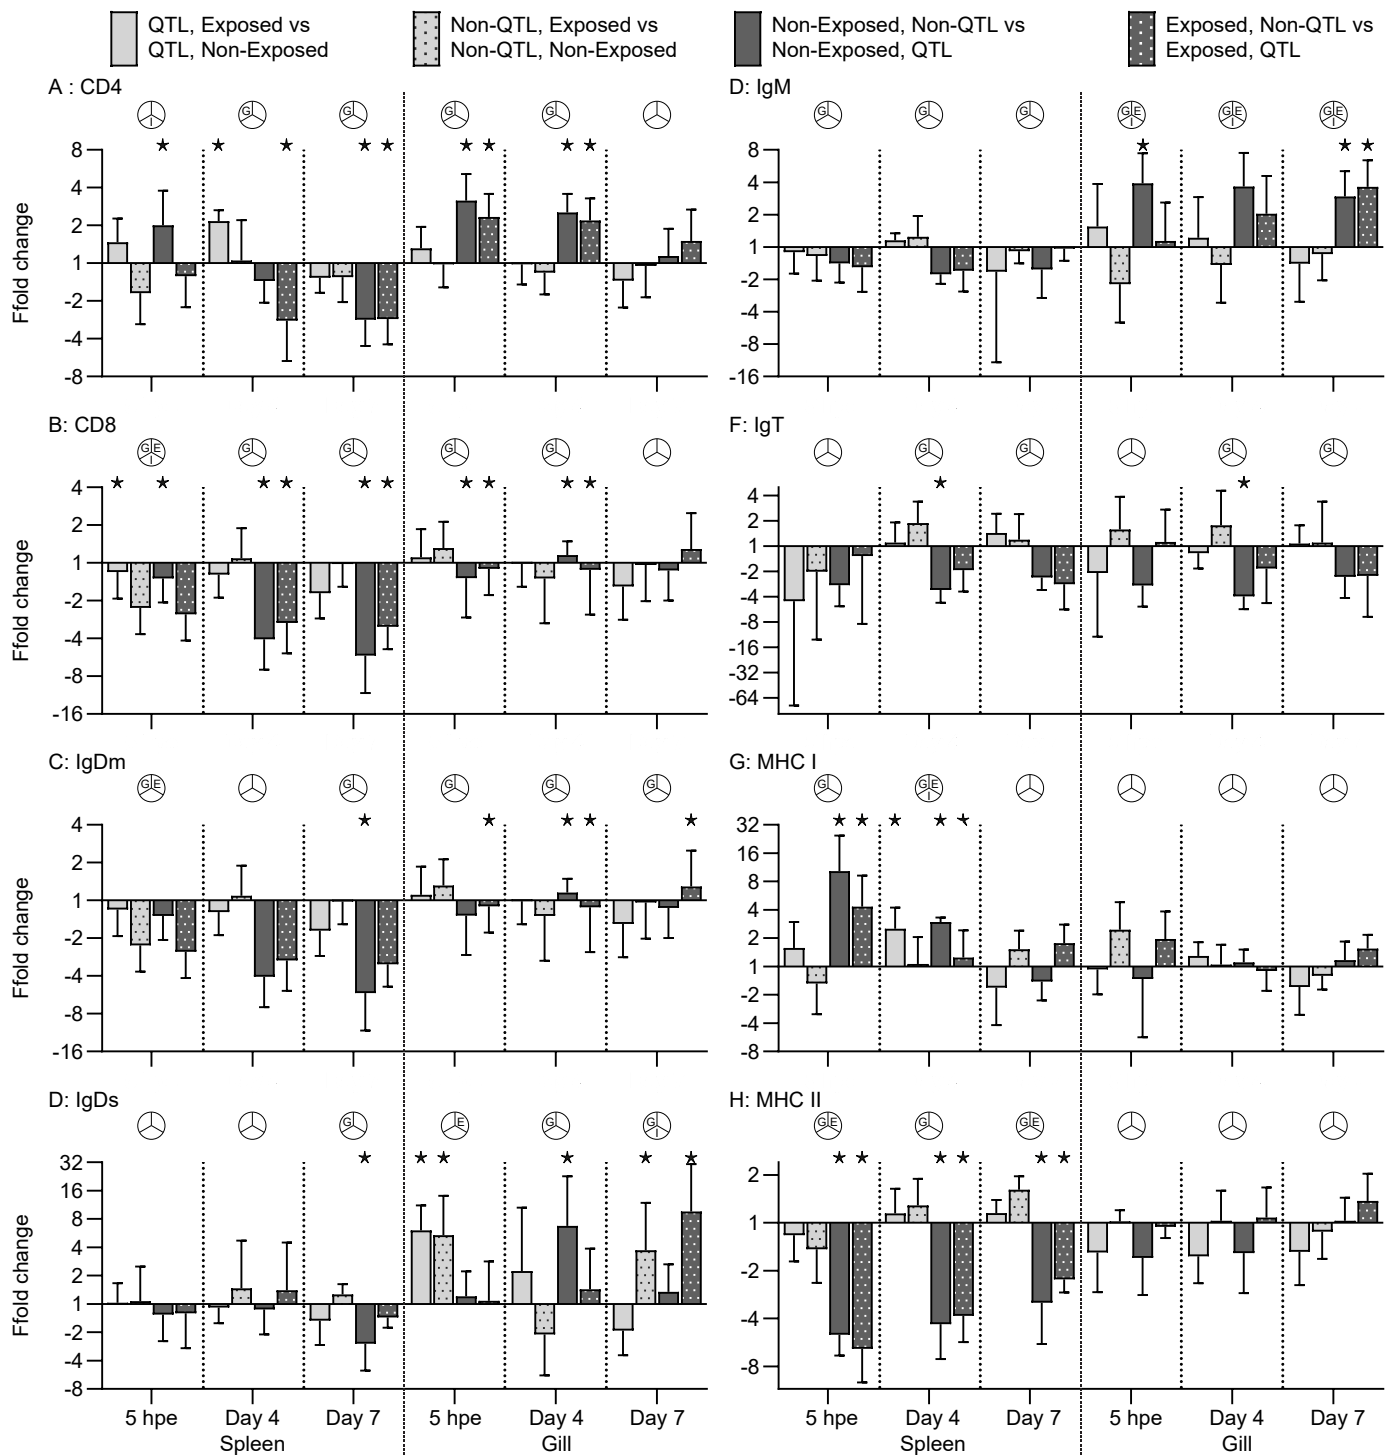

Fig S3C. Gene expression result. Markers for immune cells. The gene expression assessed using Two Way ANOVA. Significant regulation was defined as both fold change was at least 2 and $p < 0.05$. Asterisks indicate $p < 0.05$. Source of variation ($p < 0.05$) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis's represent geometric means and error bars geometric standard deviations.

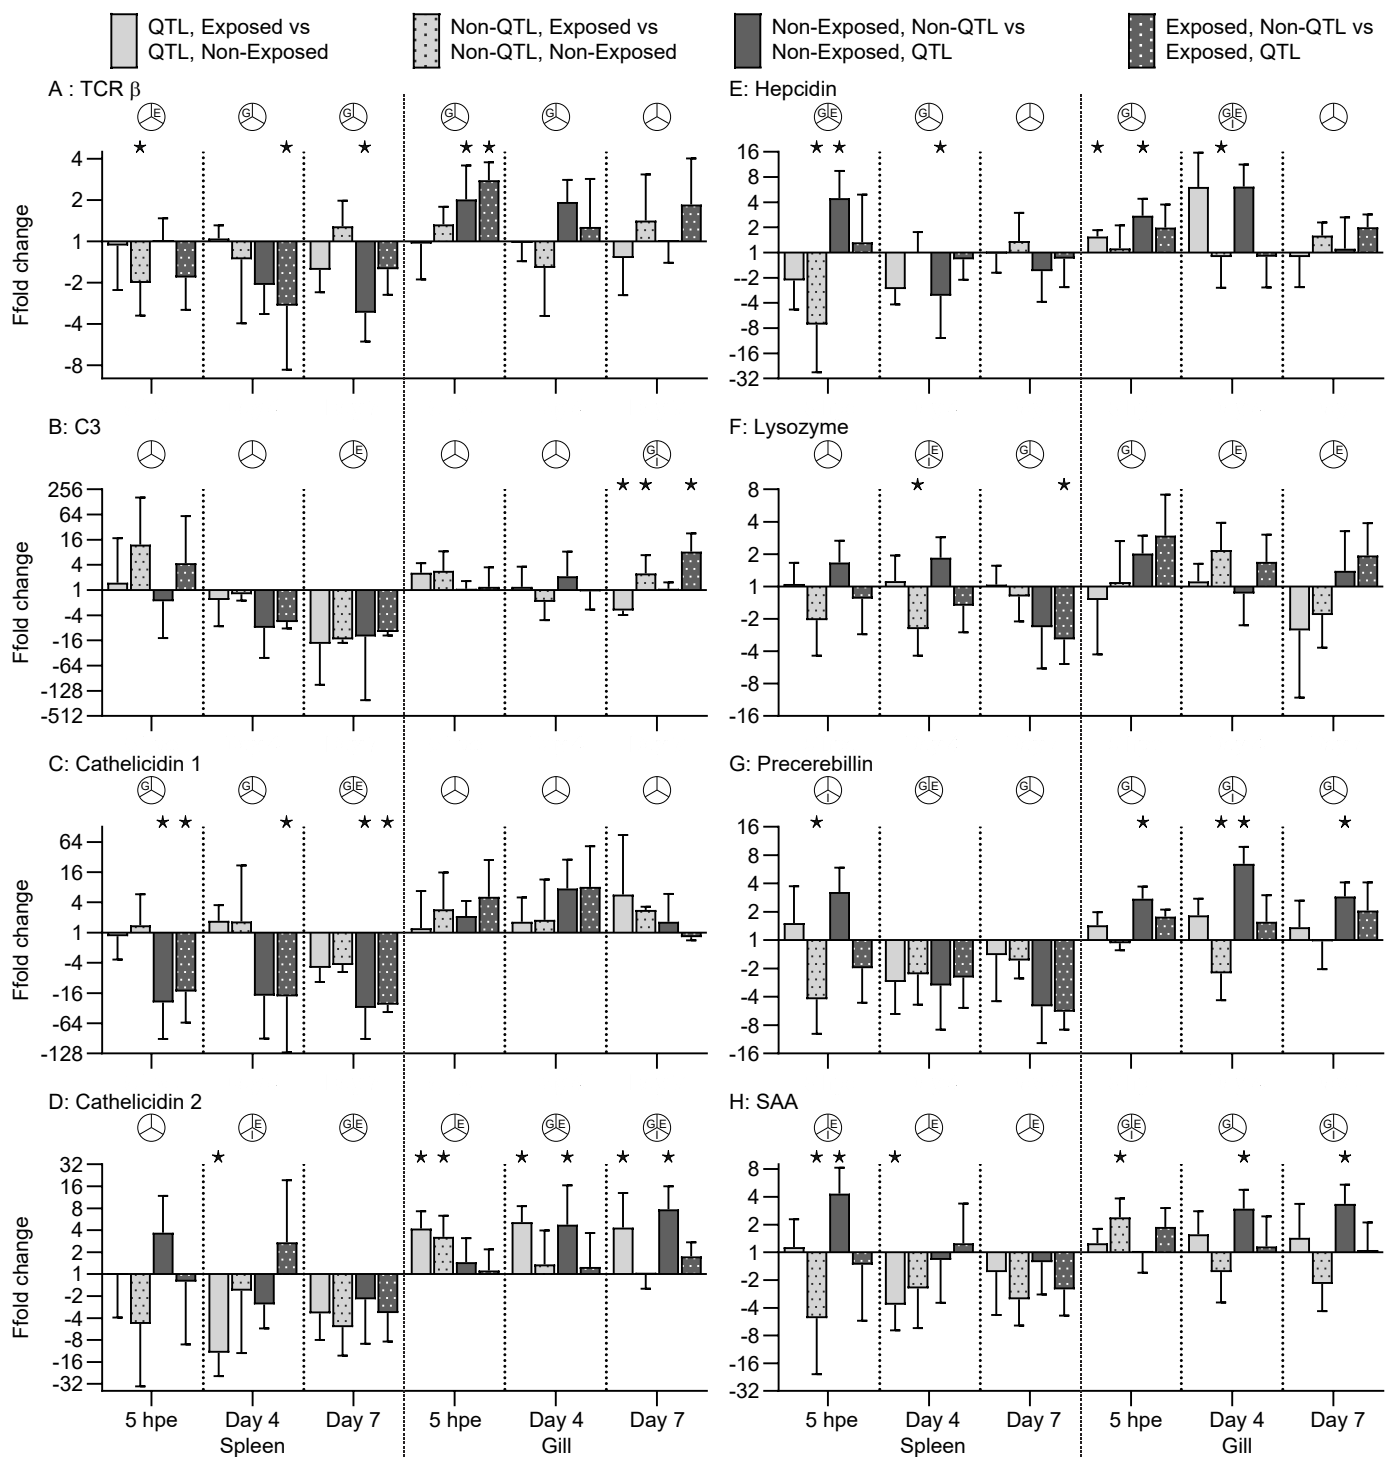

Fig S3D. Gene expression result. One marker for immune cells and 7 innate factors. The gene expression assessed using Two Way ANOVA. Significant regulation was defined as both fold change was at least 2 and $p < 0.05$. Asterisks indicate $p < 0.05$. Source of variation ($p < 0.05$) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure. The y-axis's represent geometric means and error bars geometric standard deviations.

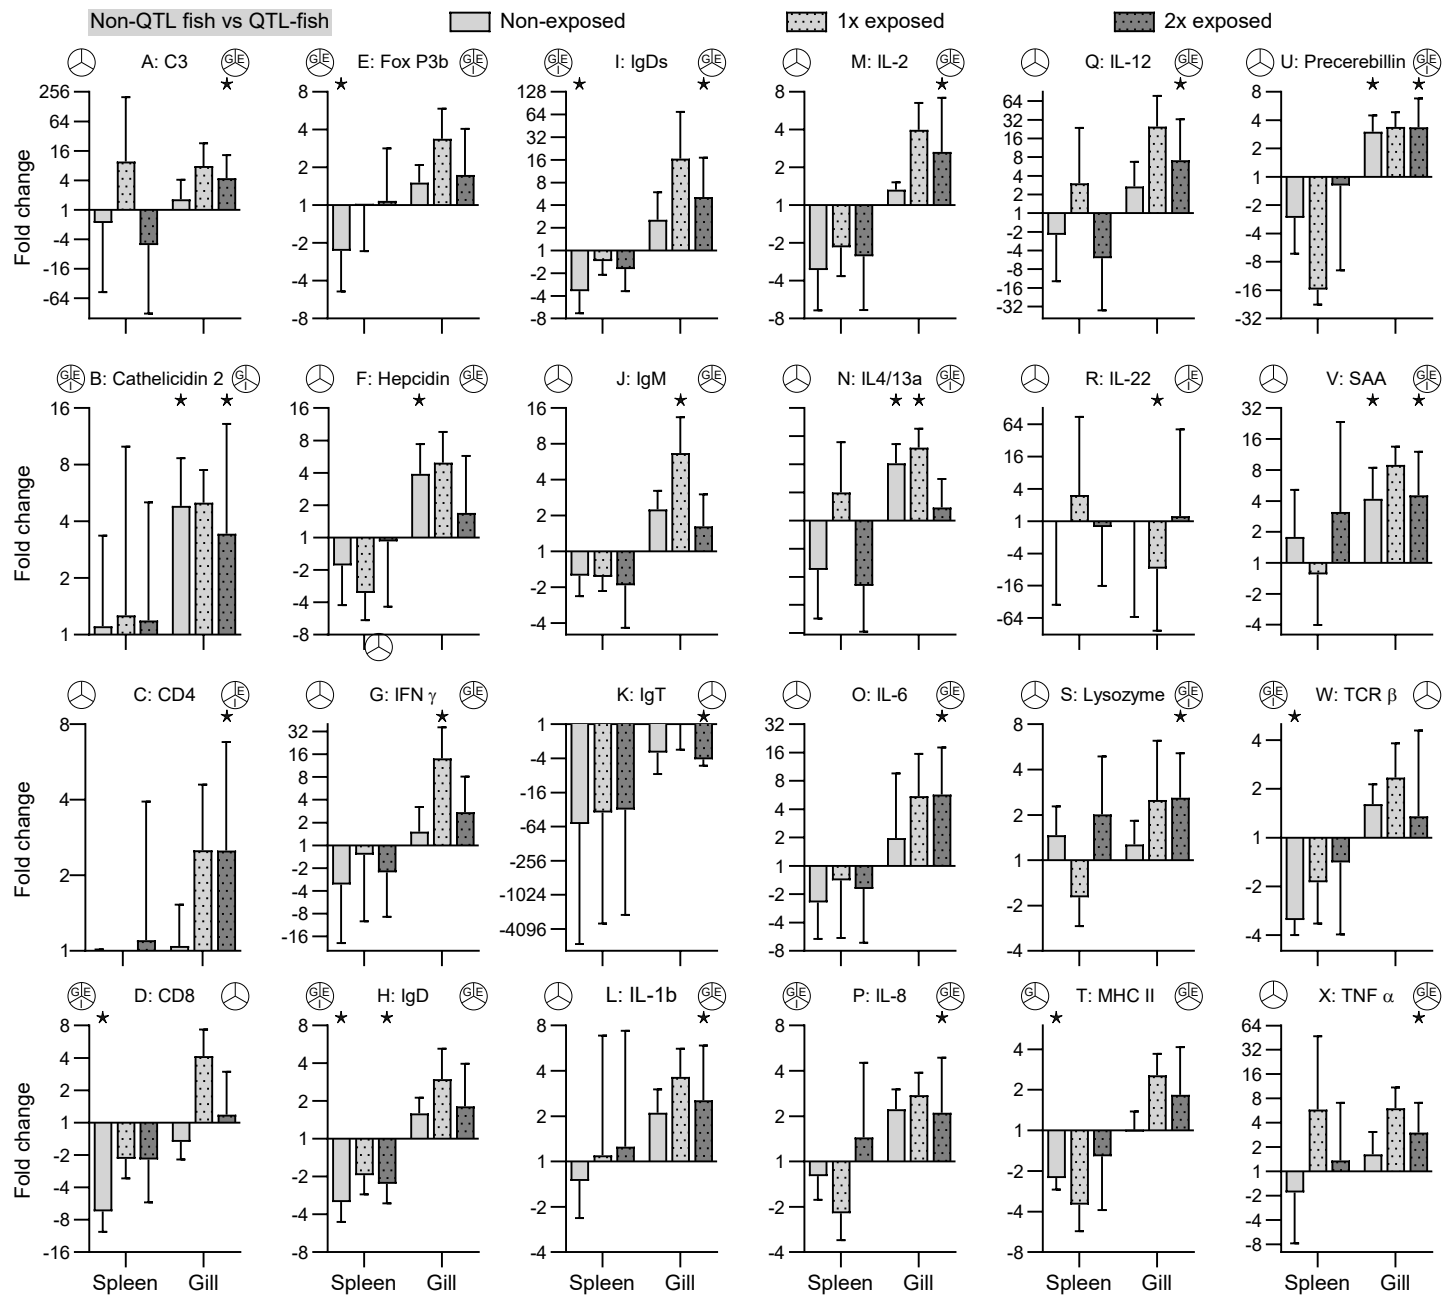

Fig S3E. Gene expression result of the re-exposure trial. Only the 24 genes exhibiting significance are shown. The gene expression assessed using Two Way ANOVA. Significant regulation was defined as both fold change was at least 2 and $p < 0.05$. Asterisks indicate $p < 0.05$. Source of variation ($p < 0.05$) is indicated by letters in circles above; G indicates Genotype; E indicates Exposure; I indicates Interaction between Genotype and Exposure; results for spleen and gill are placed to the left and right, respectively. Please note the figure focus on the genotypes non-QTL fish versus QTL fish. The y-axis's represent geometric means and error bars geometric standard deviations.

How the deposited data were processed for this re-analysis (not part of the article)

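RT-qPCR of 32 immune genes in gill and spleen of 180 rainbow trout, 360 samples in all, was analysed from the values the authors deposited. The authors extracted RNA, made cDNA and ran TaqMan assays. They deposited the quantification cycle (Cq) of each gene and sample without further change, and the Cq of the reference genes is blank in the values used here. From these the authors subtracted the mean Cq of ELF-1α, β-actin and ARP, 3 reference genes they had evaluated with NormFinder, and deposited the difference (ΔCt), a value on a log2 scale on which a higher number means less transcript. The header of that table names 2^−ΔCt, but Cq minus the deposited value was 1 constant per sample over all genes, so the values were read as ΔCt. The authors also deposited fold changes (ratios) of each fish against unexposed fish and against QTL fish, and a table for fish exposed on days 0 and 10 that holds −ΔΔCt on the log2 scale. The fold changes against QTL fish imply a reference that shifts from fish to fish in most columns, so only the ΔCt and Cq values entered the tests. For 37 double heterozygous fish the normalized values are blank, which left 143 fish.

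Each fish counted as 1 replicate. The values tested were −ΔCt. For each organ and time point limma (version 3.58.1, R 4.3.3, with statmod 1.5.0) fitted 1 mean per group of genotype and exposure and shared the spread over all groups. A gene entered a comparison with at least 3 valid Cq in each group, the minimum set by the study, and missing Cq stayed missing. Adjusted p-values are those of Benjamini and Hochberg over the genes of 1 comparison and time point. A call needs a fold change of at least 2 and an adjusted p under 0.05, and for the interaction of genotype and exposure the adjusted p alone. The study used a two-way ANOVA, with the same fold change and P under 0.05, and names no correction over genes. Gill and spleen were compared in unexposed fish, with genotype and time point as covariates. That fit had no term for the fish, so gill and spleen of a fish entered as independent samples. Where a group had fewer than 3 valid Cq, the numbers of fish with a Cq were compared by Fisher's exact test, two-sided. Fisher's test was run with SciPy 1.17.1. Exact permutation tests were run per gene with numpy 2.4.6 (Python 3.11.15, pandas 2.3.3), and the permutation of interactions used 100000 draws.

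The genes named in the text follow a rule. They are every gene the study's Results or Discussion names for a comparison, and the called genes up to the 20 with the largest absolute log2 fold change. All 32 genes were grouped in 8 lists (innate effectors and acute phase, pro-inflammatory cytokines, type 1 and T cell growth, type 2 and regulatory, IL-17 and IL-22, immunoglobulins, T cell markers, MHC). The rule, the lists, the tests and the alternatives named next were set before the data were examined, but with values of the paper known. Those of S2 Table, whose fold changes equal the ones tested here, and of the heat maps had been seen. These alternatives were an unadjusted p, no fold threshold, a fold threshold for the interaction, a floor of 1 cycle above the highest Cq of the gene and organ for missing Cq, at least 5 valid Cq, a two-factor test per gene with Tukey's comparisons, which the study does not name, exact permutation tests, the fish number as a block, the duplicate tank as a covariate or a random block, and leaving out in turn each of the 5 unexposed non-QTL fish of 20 dpe. The two-factor test used p under 0.05 with no correction over genes, and Tukey's correction did not enter its interaction. Other alternatives were added after the values had been seen. These were raw Cq, the mean Cq of genes measured in at least 95 percent of the fish as reference (30 genes in gill, 26 in spleen), the same with double heterozygous fish, leaving out fish whose reference Cq lay more than 1.5 cycles from the median of the organ (4 in gill, 20 in spleen), leaving out the 3 QTL fish of Group 2 with the lowest reference Cq in gill, leaving out the 4 dpe sampling, leaving out in turn each of the 6 unexposed non-QTL fish of 4 dpe, and leaving TGF-β and TNFα out of the spleen. The panel mean averaged a sample's deviations from the mean Cq of each gene, and the spleen panel held both TGF-β and TNFα.

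Missing Cq limit the precision. Of 11520 values 524 were missing, and 1 spleen sample of an unexposed QTL fish at 20 dpe lacked a Cq for 29 genes, while no other sample lacked more than 6. The test was checked on simulated data drawn with the spread of the real groups. Of genes changed by 1 on the log2 scale it recovered 46.3% in gill and 15.7% in spleen at 5 hpe, and 24.9% and 7.63% at 20 dpe. Of genes changed by 2 it recovered 87.9% in gill and 42.2% in spleen at 20 dpe. The simulated comparisons were exposed against unexposed QTL fish, at 20 dpe for Group 1. A gene counted as recovered by its adjusted p alone, without the fold threshold. The rule for calls can recover no more than that. Simulated genes and fish varied independently of each other. No pair of samples of an organ shared more than 3 equal Cq, so no sample appears to be deposited again under another name. Between genes, the 177 spleen Cq of TNFα equal those of TGF-β in the fish 90 numbers away, and no other gene and organ shared more than 10 Cq with another, or with itself, at any shift of the fish order. Parasite counts of the eyes were not analysed here.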

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

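The comparison of unexposed non-QTL fish across sampling times, the values on raw Cq and with the panel mean, the counts with fish left out and the value of Cath1 in gill were tests chosen after the result was seen, and the other tests of this part were set earlier.

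The response to exposure differed between the genotypes in 18 tests of the interaction. In gill at 5 hpe IL-10 gave 2.00 on the log2 scale, response of non-QTL minus QTL fish. At 4 dpe all values were negative, with -2.79 for Hepcidin, -2.97 for IL-1β, -2.42 for IL-8, -2.11 for IL-10, -3.54 for IL-12, -3.49 for IL-17A/F2, -3.87 for IL-17C1, -3.22 for IL-17C2, -4.86 for IL-22, -2.05 for Precerebellin and -1.91 for TNFα. At 7 dpe they were positive, with 2.95 for C3, 1.49 for FoxP3a, 2.84 for IgDs, 1.52 for IL-2 and 1.77 for TNFα, of which C3 alone passed with tank as a random block. In spleen FoxP3b at 7 dpe gave 3.47.

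A single fish stood far from the rest of its group in 8 of 216 tests of a named gene in a group, where chance gives about 1 in 20. The numbers are the gap to the nearest fish divided by the range of the group, and −ΔCt on the log2 scale. For C3 in gill of unexposed QTL fish at 5 hpe, 1 fish at -11.12 lay above the others (-14.58 to -12.98), a ratio of 0.538. Hepcidin in gill of exposed QTL fish at 4 dpe was -6.31 in 1 fish and -10.66 to -8.99 in the others, a ratio of 0.618. MHC I in spleen of unexposed non-QTL fish at 5 hpe was -3.28 in 1 fish and -0.73 to 0.98 in the others, a ratio of 0.599. CD8 in spleen of exposed non-QTL fish at 4 dpe was -9.24 in 1 fish and -7.91 to -6.60 in the others, a ratio of 0.504. In gill of non-QTL fish of Group 1, 1 fish was lowest both for C3, with -15.12 against -11.96 to -10.45 and a ratio of 0.677, and for IL-12, with -16.60 against -12.09 to -9.87 and a ratio of 0.671. FoxP3a in spleen of the same group was -5.77 in 1 fish and -9.94 to -8.35 in the others, a ratio of 0.618. CD8 in gill of unexposed non-QTL fish at 20 dpe was -9.29 in 1 fish and -8.30 to -7.97 in the others, a ratio of 0.751.

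In Group 2 at 20 dpe 29 of 32 genes were higher in non-QTL than in QTL gill. Leaving out the 3 QTL fish with the lowest reference Cq gave 28 calls, which argues against a few such fish as the source. A lower reference Cq in the QTL fish has the values it needs for part of the pattern, since on raw Cq 11 of the 29 genes passed. Whether the reference genes or the rest of the panel moved stays open, as does the genotype itself, which was not tested apart from them.

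In gill at 4 dpe 11 genes answered exposure differently in the genotypes. On raw Cq all 11 passed, which argues against a shift of the reference Cq, although with the panel mean 6 of them passed. Leaving out any 1 of the 6 unexposed non-QTL fish kept all 11, so no single fish carries the pattern. The unexposed non-QTL fish of 4 dpe lay above those of 5 hpe and 7 dpe by a median of 2.08 (log2) over the 11 genes, which a high mean of this group itself helps to pick. Over all 32 genes the median was 0.77, against -0.38 in exposed non-QTL and -0.29 in unexposed QTL fish. A raised level in this control group and a fall after exposure cannot be told apart by these values. With tank as a random block all 11 passed. Sampling and PCR run of that group are not separable from it here, and a biological difference between the genotypes stays open and untested.

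Cath1 in spleen was lower in unexposed non-QTL fish by a mean log2 difference of -4.54 over 4 time points. Without normalization the mean was -3.66, which argues against a shift of the reference Cq as the source. A sequence variant under the primers or probe in non-QTL fish would lower Cath1 in gill too. At 5 hpe the gill argues against a variant as the whole cause, with 4.18 where missing Cq were set to a floor and a Cq in 6 of 8 non-QTL against 2 of 9 QTL fish. Over the 4 times the gill mean was 1.18, which includes 5 hpe with its 2 QTL fish, fewer than the 3 asked for in a test, and -0.97 with the floor. At 4, 7 and 20 dpe the gill values were 2.91, 0.72 and -0.02 in fish with a Cq and -1.33, -1.43 and -5.32 with the floor, and since the treatment of missing Cq sets their size, and at 4 and 7 dpe their direction, a variant and a lower level of transcript cannot be told apart at these times. A difference between the genotypes in the spleen itself stays open and was not tested otherwise.

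Counts of calls were set against 100 splits of the same fish into groups of the same sizes, the real one included. The splits do not keep tanks together for any result, so they exclude chance only if fish are independent. On that condition chance is excluded at that share where 1 split, the real one, reached the real count, except for the interaction. The real split alone reached the real count in 13 results. These were, with the real count and the highest other, in gill exposure of QTL fish (13, 6) and non-QTL fish (22, 11), genotype in unexposed (42, 19) and exposed fish (23, 17), the interaction (17, 10), genotype in Group 1 (18, 14) and Group 2 (29, 17) and exposure at 20 dpe (26, 13). In spleen they were exposure of QTL fish (4, 1), genotype in unexposed (35, 15) and exposed fish (18, 15) and genotype in Group 2 (4, 3), and the last was the difference between the organs (23, 9). For the interaction the splits shuffled exposure within each genotype, which also removes any response the genotypes share. They test for no response in either genotype and cannot exclude chance for a difference between the responses. For exposure of non-QTL fish in spleen 2 splits reached 9 calls, with 15 in the other, so chance is excluded at that share if fish are independent. The splits do not keep tanks together. None of the 9 calls was kept with tank as a random block, although the log2 folds stayed as large. Hepcidin went from -2.85 (standard error 0.63) to -3.05 (0.94), IL-6 from -3.21 (0.88) to -3.35 (1.12), IL-1β from -2.67 (0.73) to -2.77 (1.00) and IL-17C1 from 2.88 (0.96) to 2.85 (1.66), so the calls ended by the wider standard error. Chance cannot be excluded for 3 results in spleen. There 12 splits reached the 1 interaction call (highest other 5), 9 splits the 1 call of Group 1 (highest other 2) and 13 splits the 3 calls of exposure at 20 dpe (highest other 15).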

How the results depend on the processing

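Raw Cq, the panel mean with or without double heterozygous fish, and leaving out fish with an outlying reference Cq, 3 QTL fish of Group 2 with the lowest, the 4 dpe sampling, 1 unexposed non-QTL fish of 4 dpe or TGF-β and TNFα in spleen were tests chosen after the result was seen, and the others had been set earlier. For 147 named genes and comparisons, the alternatives set earlier left direction and call as they were 1392 times, ended the call 75 times, added one 23 times and turned the direction 3 times. Those chosen later gave 618, 94, 16 and 11. Part of the unchanged results was fixed in advance. An unadjusted p (138 unchanged) and no fold threshold (128) cannot end a call or turn a direction. At least 5 valid Cq (142) keeps the folds it can still test. Leaving out a fish also counts results of other samplings, whose fit never held that fish. The unchanged totals are therefore not counts of tests that could have failed. The cause was not tested for any change below, except that fewer genes or fish enter where a sampling or fish is left out. Using 1 reference gene alone could not be run without their Cq, double heterozygous fish could not be added to blank ΔCt values, and the authors' normalized values are the ones used throughout. A log2 change of 1 was mostly missed in spleen, which limits what its low counts can show.

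Counts of calls moved as follows. With an unadjusted p the interaction went from 17 to 29 in gill and from 1 to 11 in spleen, and exposure at 20 dpe from 26 to 42 and from 3 to 23. In spleen exposure went from 4 to 10 in QTL and 9 to 18 in non-QTL fish, and genotype from 1 to 7 in Group 1 and 4 to 7 in Group 2. The two-factor test, which like the unadjusted p has no correction over genes, gave 27 and 12 interaction calls in gill and spleen. A floor for missing Cq lowered the 35 calls of unexposed spleen to 22 and gave 0 for spleen exposure at 20 dpe. The exact permutation test gave 10 calls for spleen Group 2 and 6 for spleen exposure at 20 dpe. With the duplicate tank as a covariate these were 2 for spleen Group 1 and 0 for spleen exposure at 20 dpe. Tank as a random block gave 7 and 2 for spleen exposure of QTL and non-QTL fish, 0 for Group 1 and 0 for exposure at 20 dpe. The fish number as a replicate block gave 2 for spleen exposure of QTL fish and 0 for exposure at 20 dpe, and moved no other count by over 1.5 times. Fish of the same number did not deviate together (median correlation -0.002 in gill and 0.04 in spleen, with 75 and 86 of 204 pairs above 0.1), so the numbers do not pair the fish.

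In gill, raw Cq, the panel mean and the panel mean with double heterozygous fish gave 10, 5 and 9 calls for genotype in exposed fish, 9, 1 and 4 in Group 1 and 11, 4 and 6 in Group 2, and the panel mean 17 for exposure at 20 dpe. In spleen they gave 11, 13 and 21 in unexposed and 9, 9 and 10 in exposed fish, 5, 2 and 6 for the interaction, 0, 3 and 5 in Group 1, and 19, 9 and 33 for exposure at 20 dpe. Without fish of outlying reference Cq spleen had 29 calls in exposed fish, 0 for the interaction, 8 in Group 1 and 7 in Group 2. Without 4 dpe gill had 11 calls for exposure of non-QTL fish, 19 for unexposed fish and 6 for the interaction. Without TGF-β and TNFα unexposed spleen had 32 calls, spleen Group 2 had 3 and gill against spleen 22, and the other spleen counts did not change. Leaving out 1 fish gave 25 to 28 calls for gill exposure at 20 dpe, 17 to 21 for the gill interaction, 40 to 44 for unexposed gill, 32 to 34 for unexposed spleen and 0 to 4 for spleen exposure at 20 dpe, where 0 came without fish 3, 7 or 9 of the unexposed non-QTL group and 1 without fish 6.

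Higher and lower calls were 12 and 1 for gill exposure of QTL fish, and 10 and 4 with the panel mean (11 and 4 with double heterozygous fish). In unexposed gill 40 and 2 became 29 and 10 on raw Cq and 17 and 14 (15 and 15) with the panel mean. With the panel mean 23 and 0 in exposed gill became 3 and 2 (6 and 3), 6 and 11 in the gill interaction 13 and 8 (15 and 9), 17 and 1 in Group 1 0 and 1 (2 and 2) and 29 and 0 in Group 2 3 and 1 (4 and 2). Gill exposure at 20 dpe went from 6 and 20 to 3 and 30 on raw Cq. On raw Cq and then with the panel mean, spleen exposure of QTL fish went from 1 and 3 to 2 and 1, then 2 and 2 (2 and 2), that of non-QTL fish from 1 and 8 to 2 and 7, then 5 and 5 (6 and 7), unexposed spleen from 9 and 26 to 7 and 4, then 7 and 6 (8 and 13), exposed spleen from 3 and 15 to 3 and 6, then 5 and 4 (5 and 5), and the spleen interaction from 1 and 0 to 0 and 5, then 1 and 1 (3 and 3). Group 2 in spleen went from 0 and 4 to 1 and 4, then 2 and 3 (2 and 3), and gill against spleen from 8 and 15 to 16 and 8, then 15 and 8 (15 and 8). With the panel mean Group 1 in spleen went from 0 and 1 to 1 and 2 (3 and 2), and spleen exposure at 20 dpe from 0 and 3 to 6 and 3 (18 and 15).

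Directions turned with a floor for IgT in QTL gill at 7 dpe (-1.42), IL-17C1 in non-QTL spleen at 5 hpe (-0.16) and Cath1 in unexposed gill at 4 dpe (-1.33). With the panel mean, and with double heterozygous fish in parentheses, they turned in non-QTL fish at 5 hpe for IL-6 in gill to -0.23 (-0.46), IgDm in gill to -0.59 (-0.70) and MHC II in spleen to 0.18 (0.51), and at 4 dpe for IgM in gill to -0.46 (-0.32) in QTL and 0.32 (0.011) in non-QTL fish. IgM in QTL gill at 5 hpe turned with double heterozygous fish alone (-0.15).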

Differences from the paper's values

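The paper reports 17 genes as upregulated in the gill of exposed non-QTL fish at 5 hpe or 7 dpe, and here 11 genes were higher at 1 of these times. The paper's threshold is a fold change of 2 with P under 0.05 and no stated correction over genes, while the count here uses an adjusted p. All 11 are among the paper's 17 genes. Of the alternatives set before the data were examined, an unadjusted p (13 genes), a floor for missing Cq (13), the two-factor test (12), the fish number as a block (12) and tank as a random block (12) give counts within 1.5 times of the paper's. No fold threshold (11), at least 5 valid Cq (11), the exact permutation test (8) and the duplicate tank as a covariate (11) do not. With an unadjusted p or the two-factor test 12 genes are shared with the paper's list. The paper's list also holds IL-1β, IL-2, IL-4/13, IL-17C2, Precerebellin and TNFα, which were not called here. Of these IL-2 at 7 dpe (1.02) was called with an unadjusted p, with a floor, by the two-factor test, with the fish number as a block and on raw Cq, the last chosen after seeing the values.

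The paper describes most genes in non-QTL gill as up at 5 hpe, down at 4 dpe and up again at 7 dpe. Here 28, 23 and 19 of 32 genes had those signs at the single times, and 15 of 32 had all 3 in turn. At 7 dpe in QTL gill the paper names Cath1, IgT and IL-17A/F2 as upregulated beside Cath2. Cath2 was called here, and the values of the other genes were 2.52, 0.10 and 1.09, of which IL-17A/F2 was called with an unadjusted p.

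For spleen of exposed fish the paper gives most genes as downregulated in QTL fish. Here 70 of 93 comparisons of non-QTL with QTL fish were below 0, meaning lower in non-QTL fish, and 15 of 18 calls were lower in non-QTL fish. MHC I at 5 hpe was higher in non-QTL fish as in the paper. In unexposed spleen at 5 hpe the paper's exceptions to lower expression in non-QTL fish leave out CD4 and Precerebellin, which were higher here, as was MHC I at 4 dpe. At 20 dpe the paper reports FoxP3a as upregulated in non-QTL spleen. Its values here were -0.60 in Group 1 and -0.83 in Group 2, and no alternative called it. In gill of Group 2 the paper names IFNγ, IgM and IL-4/13, which were called here among 29 genes. The paper's p-values for that comparison equal those it gives for QTL fish of Group 2 against Group 1 in 64 of 64 genes and organs. IgT, with 0.0017 in its two-way ANOVA, was called here in the latter comparison and not in the former. IL-12, with 0.3406, had 4.64 in the former (limma, adjusted p = 6.89e-07). In gill 5 of these paper p-values are under 0.05. The genotypes of Group 2 gave 29 calls here and 25 by the two-factor test. QTL fish of Group 1 against Group 2 gave 5 calls. SAA, not among the 5 genes of the paper, averaged -7.03 in QTL fish of Group 1 and of Group 2, and differed by 3.16 between the genotypes in Group 2. These values argue that the p-values belong to the comparison of QTL fish. How they came to stand under the genotypes was not settled.

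The paper describes IgM as upregulated in exposed gill. Between exposed and unexposed fish at 5 hpe, 4 dpe and 7 dpe it was not called as higher here under any alternative, and in non-QTL fish at 5 hpe its value was -1.15, called as lower with an unadjusted p. At 20 dpe QTL fish of Group 1 had more IgM than those of Group 2 (2.14), and more than unexposed fish with the panel mean, which was chosen after seeing the values. IgDs was called as higher at 5 hpe in both genotypes. The paper gives C3 as regulated in spleen, where it was not called here. In non-QTL fish at 5 hpe C3 was called in spleen with an unadjusted p and with a floor, and on raw Cq and with the panel mean, which were chosen after seeing the values. The paper reports higher MHC transcripts in infected fish. Of 24 comparisons of MHC I and MHC II at 5 hpe, 4 dpe and 7 dpe 13 were above 0 and 1 was called, MHC I in QTL spleen at 4 dpe. MHC I in non-QTL gill at 5 hpe was called with an unadjusted p, with tank as a random block and on raw Cq, the last chosen after seeing the values.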

Other observations

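At 20 dpe the gill of exposed QTL fish differed from that of unexposed QTL fish, a comparison the text of the article does not describe. In Group 2, 13 genes were lower and 1 was higher than in unexposed QTL fish. IL-10, an anti-inflammatory cytokine, stood at -10.30 ± 0.60 (SD, n = 9) in Group 2 and -8.32 ± 0.64 (SD, n = 9) in unexposed fish, a log2 fold change of -1.98 (standard error 0.41, adjusted p = 5.68e-04). IFNγ had -2.08 (standard error 0.59, adjusted p = 0.0144), and Cath2 was the gene that was higher, with 1.42 (standard error 0.50, adjusted p = 0.0229). By list, 3 of 4 immunoglobulin genes, 3 of 4 pro-inflammatory cytokines, 3 of 5 type 2 and regulatory genes, 2 of 3 type 1 genes and 1 of 4 of the IL-17 and IL-22 list (0 when adjusted over the list alone) were lower, and of 7 innate effectors 1 was higher and 1 lower. Reference Cq was 15.8 cycles in Group 2 and 16.4 in unexposed QTL gill, and on raw Cq as with panel mean normalization 2 genes passed, 1 higher and 1 lower. A change of most of the panel and a shift of the reference Cq are therefore not separated here. In Group 1 of QTL fish IL-22 fell most, with -2.37 (standard error 0.52, adjusted p = 0.00132), and IL-10 and Lysozyme were lower too. Compared with Group 2, QTL fish of Group 1 had more IgM, with 2.14 (standard error 0.44, adjusted p = 5.41e-04), and more IgT, with 1.89 (standard error 0.47, adjusted p = 0.00393). With missing Cq at a floor neither passed (1.40 and 1.89), and IgT did not on raw Cq (0.93). On raw Cq 7 genes passed in that comparison, 1 higher and 6 lower.

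In non-QTL gill at 20 dpe 1 gene passed between Group 2 and unexposed fish, CD8, the cytotoxic T cell marker, with 1.77 (standard error 0.50, adjusted p = 0.0292). The call ended in the exact permutation test, with the fish number as a block, with tank as a random block, without fish 6 (1.53) or 7 (1.78) of the unexposed group and with the panel mean (1.25), and 1 unexposed fish lay far below the others for CD8. Between Group 1 and unexposed non-QTL fish limma called 0 genes, the exact permutation test 0, an unadjusted p 5 and the two-factor test 2, while raw Cq gave 7 and panel mean normalization 3, all lower. Against Group 2, non-QTL fish of Group 1 were lower in 3 of 4 genes of the IL-17 and IL-22 list (4 when adjusted over the list alone), with -2.57 (standard error 0.60, adjusted p = 0.00325) for IL-17C2 and -1.78 (standard error 0.56, adjusted p = 0.0376) for IL-22, and the exact permutation test called 0 genes there. In spleen Hepcidin, Precerebellin and SAA, 3 of 7 innate effector and acute phase genes (4 when adjusted over the list alone), were lower in Group 2 than in unexposed non-QTL fish. SAA had -3.57 (standard error 1.08, adjusted p = 0.0406). None of the 3 passed with samples lacking a Cq at a floor, with the fish number as a block, with the duplicate tank as a covariate or a random block, or without fish 3, 7 or 9 of the unexposed group, where SAA stood between -3.81 and -3.12. Panel mean normalization kept the 3 and added 6 genes as higher, and raw Cq gave 9 lower. For spleen exposure at 20 dpe 13 of 100 splits of the fish reached the real count of 3 calls (highest other 15), so chance cannot be excluded. Differences between QTL and non-QTL fish in these changes at 20 dpe were not tested.

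Some genes were detected in different numbers of fish. In spleen of unexposed fish at 7 dpe IgT gave a Cq in 2 of 9 non-QTL and 8 of 8 QTL fish (Fisher's exact test, two-sided, p = 0.00226), and IL-17C1 at 5 hpe in 7 of 8 non-QTL and 2 of 9 QTL fish (Fisher's exact test, p = 0.0152). Cath1 in unexposed gill at 5 hpe gave a Cq in 6 of 8 non-QTL and 2 of 9 QTL fish (Fisher's exact test, p = 0.0567). These p-values are not adjusted, and 28 such tests were made. At 5 hpe in gill 5 genes were called after exposure in both genotypes, out of 6 in QTL and 11 in non-QTL fish among 31 tested in both, where independent lists of these sizes would share 2.13.

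In spleen the deviations of Cq from the group means correlated with the mean of 24 other genes at 0.12 for TGF-β and 0.49 for TNFα, and for each of the 24 with the rest at 0.19 to 0.75. Which gene and which fish the shared values belong to was not settled.

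All 1316 fold changes of S2 Table that have a value here lie within 0.05 log2 units of it. The paper's p-values in that table were compared with each other. At 20 dpe the p-values given for non-QTL against QTL fish of Group 2 equal those for QTL fish exposed on day 10 against QTL fish exposed on days 0 and 10 in 64 of 64 genes and organs. Those for QTL fish exposed on day 10 against unexposed fish equal those for non-QTL fish exposed on day 10 against days 0 and 10 in 64 of 64. In the first of these columns the paper's p-value is under 0.05 for 5 genes in gill, IFNγ (0.0326), IL-22 (0.0331), IL-4/13 (0.007), IgM (0.0002) and IgT (0.0017). The p-values of IL-6 and IL-8 in gill are equal in 24 of 24 comparisons, and those of IL-17C1 and IL-17C2 in spleen in 20 of 24. S1 Table gives the same primers for IgM and ELF-1α.

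Gill and spleen of the same fish varied together little. The correlation across genes of the deviations from the group means had a median of 0.117 over 143 fish, and genes are not independent replicates.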
